# JunB defines functional and structural integrity of the epidermo-pilosebaceous unit in the skin

**DOI:** 10.1038/s41467-018-05726-z

**Published:** 2018-08-24

**Authors:** Karmveer Singh, Emanuela Camera, Linda Krug, Abhijit Basu, Rajeev Kumar Pandey, Saira Munir, Meinhard Wlaschek, Stefan Kochanek, Marina Schorpp-Kistner, Mauro Picardo, Peter Angel, Catherin Niemann, Pallab Maity, Karin Scharffetter-Kochanek

## Abstract

Transcription factors ensure skin homeostasis via tight regulation of distinct resident stem cells. Here we report that JunB, a member of the AP-1 transcription factor family, regulates epidermal stem cells and sebaceous glands through balancing proliferation and differentiation of progenitors and by suppressing lineage infidelity. JunB deficiency in basal progenitors results in a dermatitis-like syndrome resembling seborrheic dermatitis harboring structurally and functionally impaired sebaceous glands with a globally altered lipid profile. A fate switch occurs in a subset of JunB deficient epidermal progenitors during wound healing resulting in de novo formation of sebaceous glands. Dysregulated Notch signaling is identified to be causal for this phenotype. In fact, pharmacological inhibition of Notch signaling can efficiently restore the lineage drift, impaired epidermal differentiation and disrupted barrier function in JunB conditional knockout mice. These findings define an unprecedented role for JunB in epidermal-pilosebaceous stem cell homeostasis and its pathology.

## Abstract (web summary)

Epidermal homeostasis is maintained by the activity of stem cells. Here, the authors show that deficiency of the transcription factor JunB leads to altered Notch signaling in stem cells, resulting in a cell fate switch and de novo formation of aberrant sebaceous glands, altered epidermal differentiation and impaired barrier function.

## Introduction

Tissue homeostasis requires balanced cell proliferation and differentiation. This mainly depends on the fine-tuned regulation of resident stem cells (SC) which are endowed with the capacity to self-renew and—if required—differentiate into distinct lineages essential for the maintenance of tissue homeostasis^1^.

Mammalian epidermis offers a unique model tissue to investigate this highly regulated dynamic process of stem cell proliferation and differentiation, which comprises the interfollicular epidermis (IFE), hair follicles (HF), and the adjacent sebaceous glands (SG)^2–5^. The complex reciprocal interactions of transcription factors belonging to distinct cellular signaling pathways such as Wnt/β-catenin, Sonic Hedgehog, AP-1, TGFβ, and Notch in resident stem cells and their committed progenitors ensure proper developmental morphogenesis and postnatal maintenance of skin and its appendages^6–11^. Deregulation of transcription factors in mammalian skin has even been associated with the development and progression of various types of tumors^12,13^.

In recent years, members of the activator protein-1 (AP-1) transcription factor family have been linked to several skin pathologies^14,15^. AP-1, a dimeric transcription factor consisting of variable combinations of members of the Jun (c-Jun, JunB, JunD), Fos (Fos, FosB, Fra-1, and Fra-2), ATF, and Maf protein families, plays an important role in proliferation, differentiation and death^16,17^. In addition, JunB proteins are important regulators of cytokine expression and the immune response in skin^18,19^. Skin specific JunB deficiency in mice has been associated with numerous skin pathologies including psoriasis-like disease^18^, systemic lupus erythematosus, ulcerative skin lesions^20^, prolonged inflammation with delayed tissue remodeling^19^ and myeloproliferative disease^15^. These reports underscore the important role of JunB in skin homeostasis and protection from skin pathologies.

It is currently unresolved how JunB regulates fate identity, lineage plasticity, and behavior of epidermal stem cells residing in skin and its appendages during development and skin regeneration. To further dissect the role of JunB in lineage plasticity and fate identity, we have specifically deleted JunB in the basal epidermal progenitor cells of mouse skin, thus, targeting all putative stem cell populations within the IFE and its appendages.

We here uncover JunB as a multifaceted gate-keeper for skin homeostasis. JunB enforces its function by the previously unreported suppression of sebocyte fate decision from epidermal progenitors that—most likely via JunB-dependent regulation of Notch genes—are restricted to epidermal differentiation and, in consequence, maintain the protective barrier of the epidermis.

## Results

### JunB expression in mammalian skin under different conditions

AP-1 family members have been implicated in skin homeostasis especially in the regulation of terminally differentiated epidermal cells^21^. However, the contribution of distinct AP-1 family members, in particular JunB, during normal physiology and restitution of homeostasis following noxious insults has not been fully investigated.

To assess the expression of JunB during maturation, we performed immunostaining of JunB in murine and human skin biopsies (Fig. 1a–f). JunB was strongly expressed in the upper skin layer largely harboring terminally differentiated epidermal cells (Fig. 1a–f). This finding is consistent with earlier reports^22,23^. Unexpectedly, we discovered an intense JunB staining in sebaceous gland at different time points during postnatal murine skin maturation (Fig. 1a, b).

**Fig. 1:**
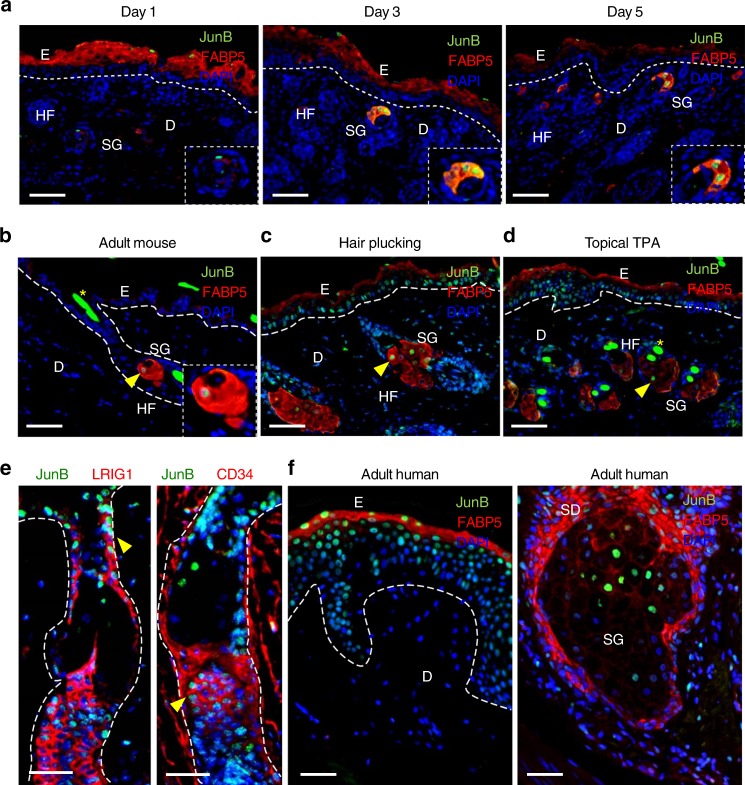
JunB expression during skin maturation and upon stress. **a** Representative microphotographs with double immunostaining for JunB (green) and FABP5 (red), indicative of sebaceous glands, in skin derived from 1, 3, and 5 days old mice. Inset showing magnified view of a sebaceous gland. Scale bars, 50 µm. **b** Immunostaining of JunB (green) and FABP5 (red) in 60 days old mice. Inset showing magnified view. **c** Representative microphotographs with double immunostaining of JunB (green) and FABP5 (red) in dorsal skin of 60 days old mice following hair plucking or **d** after topical TPA application, a potent inducer of proliferation. **e** Immunostaining of JunB (green) and LRIG1 or CD34 (red) in dorsal skin of 60 days old mice following hair plucking. **f** Immunostaining of JunB (green) and FABP5 (red) in adult human skin. E, epidermis; D, dermis; HF, hair follicle; SG, sebaceous gland; SD, sebaceous duct; HS, hair shaft. Asterisk indicates hair shaft autofluorescence. Dashed line indicates the epidermal-dermal junction. Scale bars, 50 µm

In murine skin homeostasis a low rate of epidermal cell turnover was reported^24^. We here set out to analyze JunB expression under the condition of skin injury and hyperproliferation in which skin undergoes rapid cell proliferation and differentiation. Of note, the number of JunB positive cells substantially increased when skin was perturbed either by micro-injury through hair plucking or in response to topical TPA (12-O-Tetradecanoylphorbol 13-acetate) that triggers proliferation through activation PKC signaling^25^ (Fig. 1c, d). These potent stimuli significantly increased the expression of JunB not only in the sebaceous glands, transit amplifying cells (TAC) and committed progenitors of suprabasal layer, but also in undifferentiated basal epidermal progenitor cells and more defined hair follicle stem cells (HFSCs) including LRIG1 or CD34 positive populations (Fig. 1c–e, Supplementary Figure 1A and 1B). These findings were further confirmed at mRNA level employing qPCR analyses. In fact, we found an increased expression of specific JunB mRNA both in FACS sorted CD34^+ve^ and LRIG1^+ve^ stem cells in response to hair depilation (Supplementary Figure 1C and 1D). JunB expression was also detected in sebaceous glands and other epidermal cells of human adult skin under physiological condition (Fig. 1f). Our results strongly suggest a broader role of JunB in skin homeostasis and, previously unreported, JunB expression is not exclusively confined to the terminally differentiating epidermis.

To further dissect the role of JunB in the basal epidermal progenitor layer and the therein residing epidermal stem cells, we have generated basal epidermal progenitor cells specific homozygous JunB deficient mice using Cre recombinase driven by K14 promoter (hereafter JunB conditional knockout referred to as JunB cKO) (Supplementary Figure 2A, 2B and 2C). Surprisingly, JunB cKO mice were smaller in size and have reduced body weight compared to wild type mice (Supplementary Figure 2D and 2E). More importantly, adult (9–12 weeks) JunB cKO mice suffered from symptoms like itching and skin inflammation on facial and neck skin (Supplementary Figure 2D and 2F). As opposed to wild type mice, the fur of adult JunB cKO mice was damp most likely due to an excess glandular secretion or water loss from the skin (Supplementary Figure 2F). The severity of these symptoms gradually increased with age. Interestingly, this murine model with JunB deficiency in K14 expressing basal epidermal progenitors closely mirrors human seborrheic dermatitis clinically and histologically. Like human seborrheic dermatitis, our model revealed irregular alopecia (hair loss) presents with erythematous, and slightly moist skin covered by flaky scales (Supplementary Figure 2D and 2F). Likewise human seborrheic dermatitis, the JunB cKOs displayed typical histological features including sebaceous gland hyperplasia, epidermal hyperplasia with signs of spongiosis (edema between epidermal cells), parakeratosis and a persistence of infiltrating inflammatory cells (Supplementary Figure 2G, 3A, 3B and 3C). JunB cKO skin displayed an increased number of macrophages in the dermis and interfollicular epidermis, most likely reflecting the epidermal barrier defects (Supplementary Figure 3A). In addition, we assessed transepidermal water loss (TEWL) indicative of epidermal barrier function in JunB cKO skin using the TEWA meter. TEWL is inversely related to skin barrier function. Interestingly, we found enhanced epidermal water loss indicating poor barrier function in JunB cKO skin as opposed to wild type skin (Supplementary Figure 3D). Taken together, these findings indicate a critical role for JunB in skin homeostasis and—in case of JunB deletion—results in development of an inflammatory skin disorder sharing features with seborrheic dermatitis.

### Disturbed skin homeostasis in JunB cKO mice

Expanded sebaceous glands observed in the neck skin of JunB cKO mice prompted us to analyse their expression pattern and function in more detail. For this purpose skin and tail biopsies from non lesional skin of JunB cKO mice and wild type mice were subjected to H&E staining or immunostaining for the fatty acid binding protein 5 (FABP5), a key protein in sebaceous glands (Figs. 2a, b, Supplementary Figure 4A and 4B). Interestingly, sebaceous glands in JunB cKO mice were significantly enlarged as demonstrated by both H & E and FABP5 staining when compared to wild type mice (Figs. 2a, b, Supplementary Figure 4A and 4B). Next, we analyzed the activity and number of HFSCs. Interestingly, HFSCs (CD34^+ve^ alpha6-integrin^Hi^) isolated from JunB cKO mice skin formed significantly less colonies as opposed to wild type HFSCs (Fig. 2c and Supplementary Figure 4C), suggesting severely impaired differentiation and self-renewal in JunB cKO HFSCs. Though we did not find any significant difference in HFSCs numbers between JunB cKO and wild type mice, the numbers of double positive CD34^+ve^ alpha6-integrin^Hi^ were slightly higher in the skin of JunB cKOs (Fig. 2d). Of note, the ratio of CD34^+ve^ alpha6-integrin^Hi^ to CD34^+ve^ alpha6-integrin^Low^ HFSCs were increased in JunB cKO when compared to wild type mice (Fig. 2d, and Supplementary Figure 4D) indicating a defect in maintaining stem cell homeostasis within distinct subpopulations of bulge stem cells^26^. Together, these results underscore an essential role for JunB in the differentiation and maintenance of HFSCs under normal tissue homeostasis.

**Fig. 2:**
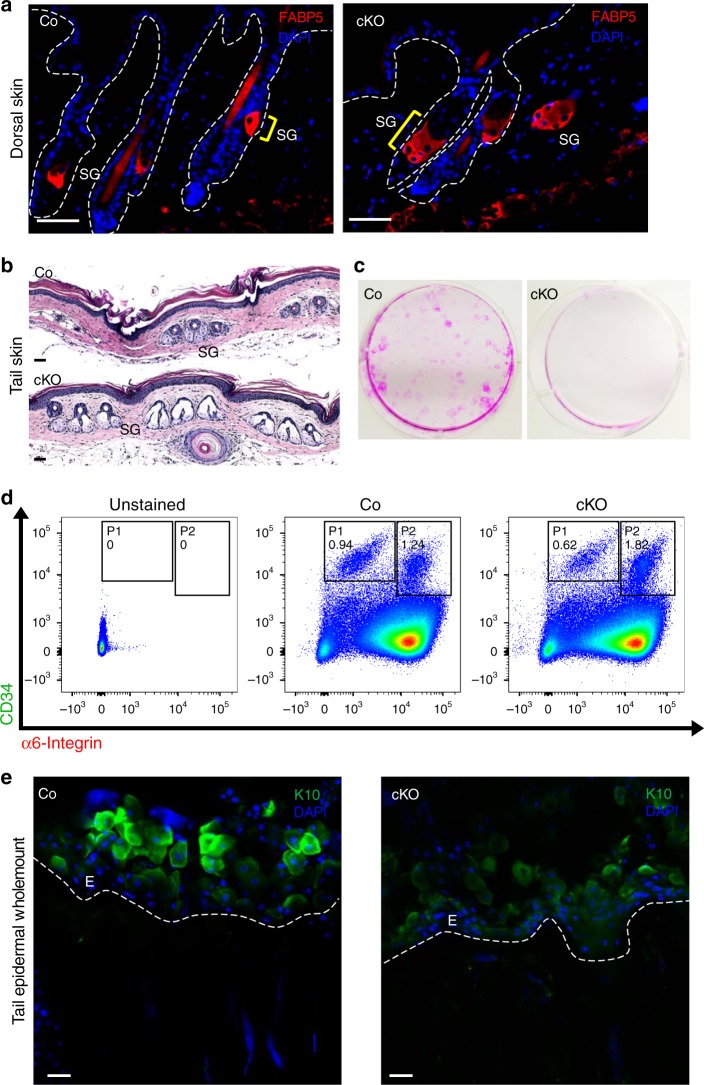
JunB cKOs display impaired skin homeostasis. **a** Representative photomicrographs with immunostaining of FABP5 (red), indicative of sebaceous glands, in dorsal back skin from wild type and JunB cKO mice. Nuclei stained with DAPI in blue. Scale bars, 50 µm. **b** Histology of tail skin from wild type and JunB cKO mice. Scale bars, 50 µm. **c** Representative photo of colony-forming unit assay from FACS purified HFSCs (CD34^+ve^α6Itg^Hi^) from wild type and JunB cKO mice back skin that were cultured in vitro for 2 weeks and then stained with Rhodamine B and Nile blue. *n* = 3 mice per genotype. **d** FACS analyses from second telogen phase displaying an increased ratio of P2 to P1 hair follicle stem cells (CD34^+ve^α6Itg^Hi^ /CD34^+ve^α6Itg^Low^) in unperturbed dorsal skin from 60 days old JunB cKO compared to wild type mice. **e** Confocal images of whole mount tail epidermis depict differentiated keratinocytes immunostained for the terminal differentiation marker k10 (green) in JunB cKO compared to wild type skin. Nuclei stained with DAPI in blue. Scale bars, 50 µm. E, epidermis; SG, sebaceous gland

In the case of terminally differentiating epidermal cells a significantly reduced expression of keratin 10 or K10, involucrin and loricrin (markers for terminally differentiated keratinocytes) was found in JunB cKO mice tail and back skin when compared to wild type mice (Fig. 2e, Supplementary Figure 5A, 5B and 5C). These data are consistent with an earlier report suggesting an involvement of JunB in terminal differentiation^21^.

Thus, our results provide evidence for a crucial role of JunB in the regulation of sebaceous glands and epidermal compartment. In addition, our data strongly indicate an active role for JunB in skin homeostasis and—if dysregulated—may lead to impairment of hair follicle stem cells.

### Impaired healing and sebaceous gland hyperplasia in JunB cKOs

To assess whether JunB deficiency interferes with the regenerative capacity of the skin, we induced macro- and micro-injuries in wild type and JunB cKO mice. Interestingly, delayed healing of full thickness wounds was observed in JunB cKO mice at day 5, 7, and 10 post-wounding as compared to wild type mice (Fig. 3a, b). A hyperplastic thickened epidermis with a parakeratotic stratum corneum and enhanced inflammation was observed in JunB cKOs as compared to wild type and uninjured JunB cKO skin (Fig. 3b and Supplementary Figure 4A). In addition, we detected impressively enlarged sebaceous glands at wound sites in JunB cKOs (Fig. 3b). These results indicate an essential so far unreported role of JunB in the regulation of keratinocytes and their progenitors during skin repair and regeneration.

**Fig. 3:**
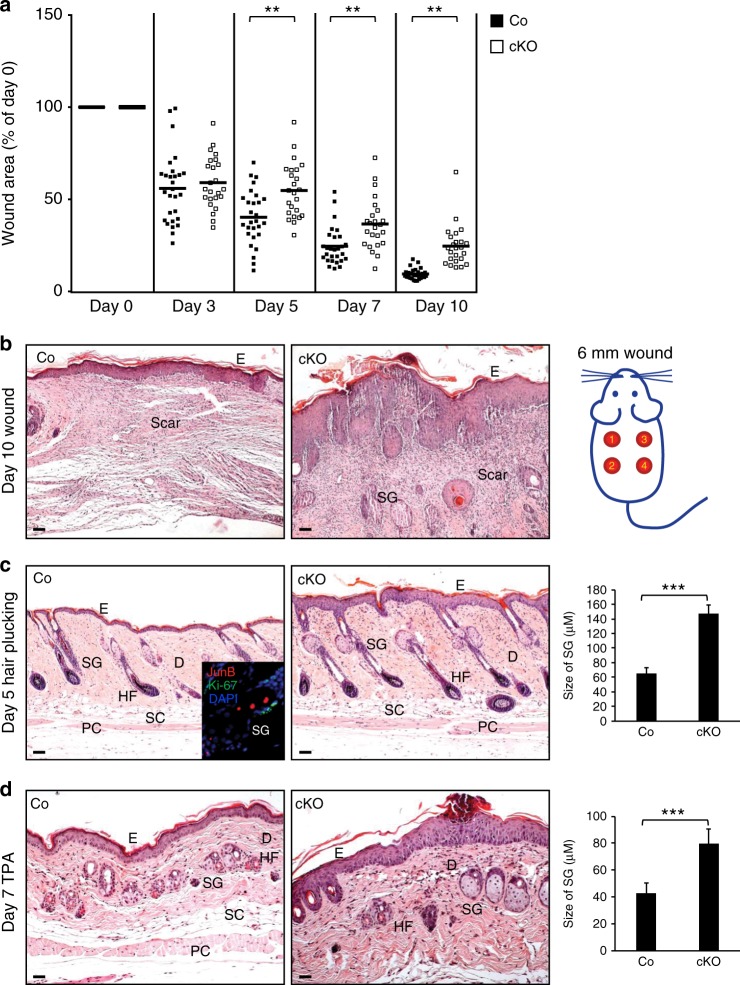
Impaired wound healing and stress response in JunB cKO mice. **a** JunB cKO mice display delayed wound healing compared to wild type mice following 6 mm full-thickness circular biopsy punch excision. **P < 0.001, one-way ANOVA (*n* = 7) **b** Representative H&E photomicrographs of a 10 days wound depicting a hyperplastic and thickened epidermis and enlarged sebaceous glands in JunB cKO mice compared to wild type mice. Scale bars, 50 µm. **c** Enhanced epidermal and sebaceous gland hyperplasia in JunB cKOs at day 5 following hair plucking. Inset image depicts opposing role of JunB (red) on proliferating cells marked in green with Ki67. Quantification of the size of sebaceous glands following hair plucking, ***P < 0.001, *t*-test (*n* = 3). **d** The topical application of TPA, a strong enhancer of proliferation, for 7 days markedly triggered epidermal and sebaceous gland hyperplasia. Quantification of the size of sebaceous glands after TPA application, ***P < 0.001, t-test (*n* = 3). E, epidermis; D, dermis; HF, hair follicle; SG, sebaceous gland; SC, subcutaneous layer; PC, panniculus carnosus. Scale bars, 50 µm

Similarly, micro-injuries due to hair plucking significantly induced hyperplasia of the epidermis and sebaceous glands in JunB cKO (Fig. 3c). Sebaceous glands of JunB cKOs adopted a balloon-like morphology, while they remain restricted to relatively smaller in size in wild type mice (Fig. 3c). These results imply that JunB maintains the structural integrity of the skin most likely by concomitant fine-tuning of proliferation and differentiation.

JunB has been described as a tumor suppressing protein in earlier reports^14,27^. Therefore, we assessed whether JunB may also suppress epidermal hyperproliferation essential for tumor initiation. Notably, TPA, a tumor-initiating agent, strongly induced hyperplasia not only in the epidermis but also in sebaceous glands of JunB cKO as compared to wild type mice (Fig. 3d), thus confirming its anti-proliferative, possibly tumor suppressing effects. These results are in line with our earlier findings showing an upregulation of JunB following TPA challenge (Fig. 1d).

Notably, we observed a significantly higher proliferation in keratinocyte progenitors residing in the basal epidermal layer and in LRIG1 positive junctional zone stem cells indicative of sebaceous gland precursors in JunB cKOs as opposed to significantly less proliferation of these epidermal cells in the skin of wild type mice (Supplementary Figure 6A and 6B). As micro-injury employed by hair plucking stimulated JunB expression in skin (Fig. 1c), we wondered whether JunB expression inversely correlated with cell proliferation. Co-staining for JunB and the proliferation marker Ki67 after hair plucking in wild type mice skin showed that most of the proliferating Ki67 positive cells, confined to the basal layer or the hair follicle growth zone of wild type mice skin, were distinctly negative for JunB (Supplementary Figure 6C and inset Fig. 3c). By contrast, JunB expression was observed in Ki67 negative progeny cells close to hair follicle growth zone or in the suprabasal layer of epidermis from wild type mice skin (Supplementary Figure 6C and inset Fig. 3c). These results provide evidence for a suppressive role of JunB on proliferation of skin progenitor cells.

In summary, our results underscore the JunB role in the reinstitution of skin homeostasis during wound repair and tumor progression through tight regulation of epidermal progenitors and their differentiated progeny.

### De novo sebaceous gland formation in JunB cKO wound epidermis

To determine the fate and behavior of JunB cKO basal keratinocyte and keratinocyte progenitors during skin regeneration, we followed wound healing for an extended period of 30 days. Surprisingly, we observed the formation of ectopic sebaceous glands originating from the regenerating wound epidermis in JunB cKO, indicating a switch in the differentiation program in a subset of epidermal progenitors cells lacking JunB thus favoring sebaceous gland specification (Fig. 4a). These results were further supported by immunostaining of Stearoyl-CoA desaturase-1 (SCD1), a sebaceous gland specific marker, in restored wound tissue of JunB cKOs 30 days after wounding. Sebocytes were detected as single cells (Fig. 4b), as conglomerate of several sebocytes within the epidermis (Fig. 4c) or as entire sebaceous gland (Fig. 4c) reflecting different stages of sebaceous gland development in JunB cKO mice. Even though transient lineage infidelity has recently been described in regenerating epidermis during wound repair^11,28^, where hair follicle or sebaceous gland duct stem cells leave the niche and migrate towards the wound bed, a plasticity switch towards sebocyte has so far not been reported. Furthermore, to determine whether these de novo sebaceous glands may in long term generate hair follicles or sebaceous gland tumors, we monitored JunB cKO wounds for 90 days. We observed that the de novo sebaceous glands further elongated into a tube shaped duct devoid of any other skin appendages (Fig. 4d). Sox9 expression—an established marker for hair follicle stem cells—was detected in newly formed sebaceous glands and their adjacent cells as opposed to wild type mice wounds (Supplementary Figure 7A). This finding hints to the origin of de novo sebaceous glands. However, further lineage tracing experiments targeting distinct skin stem cells in conjunction with JunB deficiency are needed to support this conclusion in future experiments. Intriguingly, a high expression of JunB was observed virtually in every keratinocyte present in regenerating wound epidermis of wild type mice compared to unwounded skin (Supplementary Figure 7B). The higher expression of JunB most likely restricts the plasticity of keratinocyte progenitor’s subpopulation towards sebaceous glands during tissue repair (Supplementary Figure 7B). Together, these results imply JunB to play an important role in fate determination and regulation of stem cell plasticity of keratinocyte precursors and—if dysregulated—leads to lineage drift, impaired skin regeneration and wound healing.

**Fig. 4:**
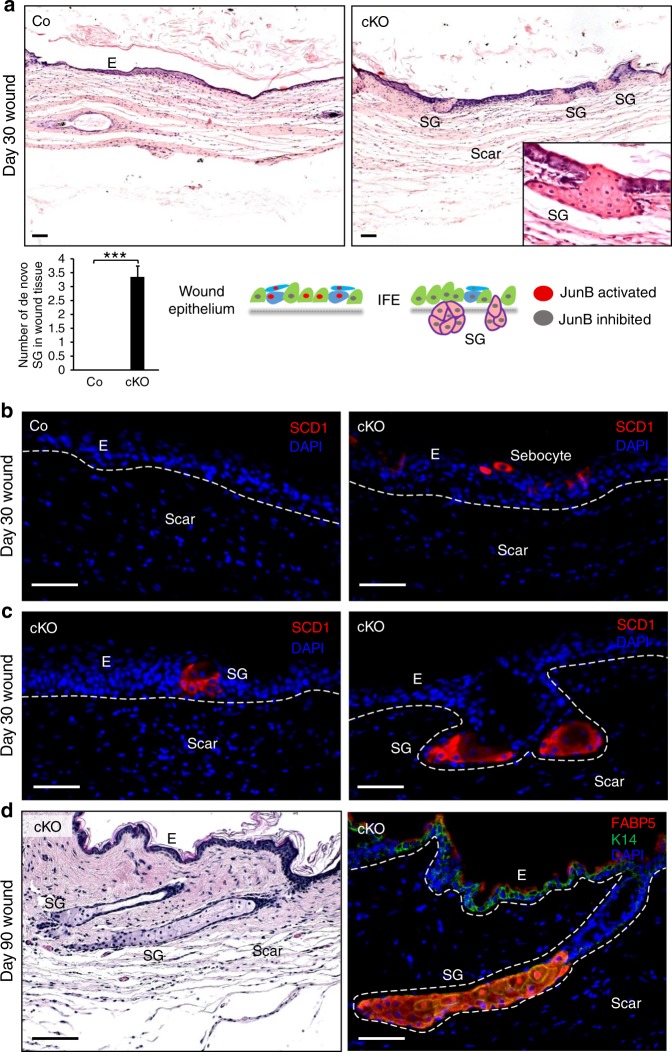
De novo formation of sebaceous glands in JunB cKO wounds. **a** Representative H&E photomicrographs of 30 days old wound restoration tissue depicting ectopic sebaceous glands in JunB cKO mice. Inset showing magnified view. E, epidermis; SG, sebaceous gland. Scale bars, 50 µm. Quantification of de novo sebaceous gland numbers in 30 days old wounds. ***P < 0.001, *t*-test (*n* = 3). Graphical sketch summarizes JunB-dependent suppression of epidermal progenitor differentiation towards sebocyte lineage (left bottom panel as opposed to lineage plasticity of epidermal progenitors towards sebocyte differentiation (right bottom panel). **b**, **c** Representative microphotographs with immunostaining of SCD1 (red), indicative of sebocyte differentiation, demonstrating different stages of de novo formation of sebaceous glands in 30 days old wounds in JunB cKO mice. Nuclei stained with DAPI in blue. **d** Representative photomicrographs displaying the formation of elongated sebaceous duct in 90-day-old wound epithelium in JunB cKO mice. Wound tissues were stained either with H & E or the sebaceous glands specific marker FABP5 (red) and the basal layer specific keratin K14 (green). Nuclei stained with DAPI in blue. Scale bars, 50 µm. E, epidermis; SG, sebaceous gland

### JunB deficiency altered the lipid profile of cKO hairs

As sebaceous glands constitute an integral component of the hair unit ensuring the generation of fully functional hairs, we examined whether hair quality is influenced by the abnormal sebaceous glands of JunB cKO mice. Scanning electron microscopy of hairs from JunB cKO demonstrated an abnormal architecture with a rough and scaly surface compared to the smooth and glossy hair of wild type mice (Fig. 5a), suggesting detrimental consequences of impaired sebaceous glands on hair quality. Next, we set out to explore the possibility whether biosynthesis of sebum lipids providing protective hydrophobic barrier on hairs and outer skin surface is impaired. Indeed, GC-MS in conjunction with untargeted HPLC-MS of hair extracts revealed a global shift in lipid composition of JunB cKO compared to wild type mice (Fig. 5b–f).

**Fig. 5:**
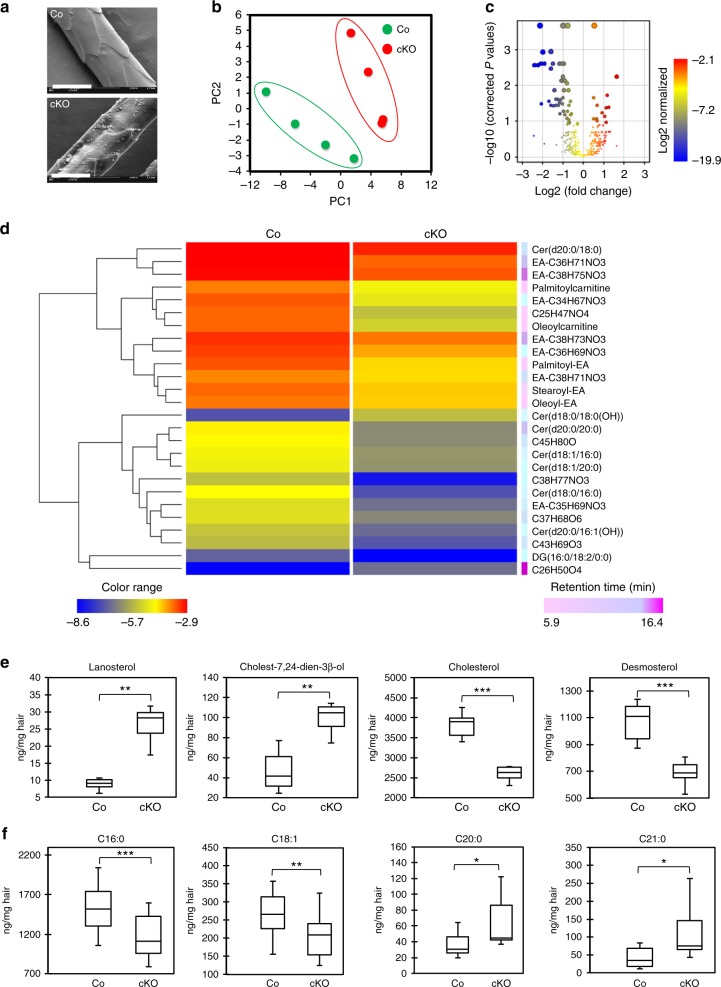
Substantially altered sebum components in JunB cKO hairs. **a** Scanning electron microscopic images demonstrate irregular hair architecture with a rough carved surface in JunB cKO mice, magnification 2000×. Scale bars, 50 µm. **b** Principal component analysis (PCA) illustrating the variances between the different sample groups. **c** Volcano plot displaying significantly changed lipid species between wild type and JunB cKO mice hair extracts. Color scale reflects Log 2 normalized values. **d** Integrated heatmap analyses of significantly changed lipid species between wild type and JunB cKO mice hair extracts. Color scale (blue to red) reflects Log 2 values and color scale (pink to purple) shows retention time in the LC-MS analysis indicated in minutes. **e** GC-MS analyses of hair extracts from adult wild type and JunB cKO mice depicting lipid species involved in cholesterol biosynthesis or **f** different classes of free fatty acid. *P < 0.05, **P < 0.01, ***P < 0.001 (*n* = 3), t-test. Upper border of box depict 3rd quartile, while lower border depict 1st quartile. The midline represents the median value and the whiskers represents the maximum and minimum values

Untargeted HPLC-MS demonstrated substantial differences in unbiased comprehensive lipid profiles between wild type and JunB cKO hair extracts (Fig. 5b–d). Volcano plot analysis, in fact, revealed 46 differently bio-synthesized lipid entities between wild type and JunB cKO hair extracts, among them 26 with a more than two fold change (Fig. 5c). Heatmap analysis of lipid species modified with a fold change ≥ 2 identified a substantial decrease in the abundance of acylcarnitine (palmitoyl- and oleoylcarnitine), endocannabinoids (palmitoyl-, oleoyl-, and stearoylethanolamide) in JunB cKO hair extracts compared to wild type (Fig. 5d). To the best of our knowledge neither the secretion of acylcarnitine and endocanabinoids nor their JunB-dependent decrease in mice sebum have previously been reported. The identity of acylcarnitine and endocannabinoids, bearing carnitine and ethanolamine (EA) head groups, respectively, was confirmed by comparison of MS/MS spectra with authentic compounds and in silico spectra available on the human metabolome database (http://www.hmdb.ca/). Furthermore, we analyzed the LC-MS data for the EA-bearing lipid compounds, which reports retention time (RT), annotations, elemental formula, ionization, and results of the MS/MS experiment for the detected EA family members (Supplementary Table 1). The fragmentation of the 538, 552, and 566 parent ions generated the fragments 300, 282, and 62, which overlapped the features of palmitoyl-EA MS/MS spectrum (Supplementary Table 1). Similarly, fragments common to the oleoyl-EA were generated from the 590 and 592 parent ions, whereas fragments of stearoyl-EA were generated from the 564, 566, 592, and 594 parent ions (Supplementary Table 1). Thus, the spectra of the 566 and 592 ions revealed that each one appeared to be present in two major isoforms. As represented in Fig. 5d, levels of acylcarnitine, endocannabinoids, EA-related compounds, and ceramides were significantly decreased in JunB cKO mice.

In addition, as opposed to wild type hair extracts, we observed a significant decrease in the concentrations of cholesterol and desmosterol with a significant increase of upstream metabolites such as cholest-7,24-dien-3β-ol and lanosterol in JunB cKO (Fig. 5e). These data provide evidence for a severe impairment of cholesterol biosynthesis most likely due to the disruption of the responsible *Kandutsch-Russel and Bloch* pathways in JunB cKO sebaceous glands^29^. Moreover, biosynthesis of free fatty acids was also affected in JunB cKO hairs as GC-MS analyses of hair extracts revealed a significant decline in C16:0 and C18:1, while a significant increase in the concentration of free fatty acids C20:0 and C21:0 when compared to wild type hair extracts (Fig. 5f).

In summary, we observed a severely disrupted biosynthesis of sebum components reflecting functional impairment of sebaceous glands, which in conjunction with impaired differentiation and persistent inflammation contribute to skin barrier dysfunction and the observed hair pathology in JunB cKO mice.

### Globally altered gene expression profile in JunB cKO skin

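Transcriptome data of JunB cKO mice, in which JunB is deleted in the epidermis, and of wild type mice were deposited as 3 tables, for unperturbed skin, hair plucking and wounds, respectively. According to the paper, unperturbed skin came from 60-days-old mice and plucked skin was collected 4 days after hair plucking. The sample labels name keratinocytes for the unperturbed pair, and so do the sample names deposited with its values. The paper names dorsal skin and, for some genes, primary epidermal progenitor cells. The paper's term, unperturbed skin, is kept here, although the tissue is not settled. The labels give day 30 for the wounds. For the hair plucking pair, the labels also give keratinocyte as the tissue, but skin biopsy in the title and treatment. RNA of 3 samples per group was pooled before library preparation, so that the unperturbed and the hair plucking comparison each rest on 1 library per genotype. The labels list 2 wound libraries per genotype, but the wound table holds 1 value per genotype and gene, so that no spread between libraries can be given for any value. The authors depleted rRNA, sequenced single-end reads, aligned them to the mouse genome GRCm38 and calculated FPKM, the number of reads normalized to the length of the transcript and the size of the library, with the Cufflinks and Cuffdiff programs, which also gave a p-value and a q-value per gene locus. The tables list 26457 gene loci for unperturbed skin, 47990 for hair plucking and 46726 for wounds. They were made with different sets of loci and were only analysed one by one. The tables give no read numbers, but low FPKM values of short single-locus genes come in steps of whole reads. For a transcript of 1 kb, 1 FPKM stood for 13.3 reads in unperturbed wild type and 3.92 reads in unperturbed JunB cKO. After hair plucking it stood for about 10.1 reads in JunB cKO, from only 4 loci, and no estimate was made for wild type, with 1 locus. In wounds it stood for 34.1 reads in wild type and about 31.4 in JunB cKO, the latter from only 3 loci. Changes were calculated as log2((cKO + 0.1)/(WT + 0.1)) of the FPKM values for single genes and gene lists, which understates the change of genes with a low FPKM, and genes were counted as changed at 2-fold with a pseudocount of 1. Gene lists were described by the percentile of their median among 10000 random lists with the same number of genes and similar mean expression. These percentiles describe the sequenced libraries and are not tests. Junb itself, on chromosome 8 of GRCm38 (Ensembl gene ENSMUSG00000052837.6, from 84974484 to 84978718 on the minus strand), was lower in JunB cKO in all tables. Its FPKM was 268 in wild type and 31.4 in JunB cKO in unperturbed skin (log2 ratio -3.09), 40.8 and 11.7 after hair plucking (log2 ratio -1.79), and 33.4 and 15.4 in wounds (log2 ratio -1.11).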

To comprehensively assess global gene expression changes under normal as well as stress conditions like wounding and hair plucking, dorsal skin from epidermal JunB cKO and wild type mice were subjected to transcriptome analyses. 

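At a limit of 2-fold, 2462 gene loci had a higher and 227 a lower FPKM in JunB cKO than in wild type in unperturbed skin. After hair plucking, 3119 gene loci were higher and 2711 lower in JunB cKO, and in wounds 1011 were higher and 923 lower. With 1 value per genotype these differences have no replicate check. The counts depended on the pseudocount: with 0.01 in place of 1, 10312 loci were higher and 665 lower in JunB cKO in unperturbed skin, 5095 higher and 4286 lower after hair plucking, and 3835 higher and 5181 lower in wounds, where the balance reversed. In the authors' deposited tables, the column that marks significant genes reads no for every locus. Their deposited q-value was under 0.05 for 162 loci in unperturbed skin, 429 after hair plucking and 149 in wounds, of which 149, 392 and 44, respectively, are listed at an FPKM of 0 in one genotype. Among named genes with an FPKM of at least 10 in one genotype and a q-value under 0.05 in the authors' deposited table, the largest increases in wounds were those of S100a9, from 10.9 in wild type to 77.5 in JunB cKO, Stfa3, from 17.6 to 102, Krtap20-2, from 33.2 to 174, Krt6b, from 3.44 to 17.3, and Igha, from 7.34 to 32.8. The largest decreases in wounds were those of Zfp618, from 26.2 to 0.972, Crisp1, from 32.1 to 1.65, Apba3, from 62.2 to 5.92, Glce, from 189 to 21.5, and Krtap1-4, from 49.6 to 6.11. After hair plucking, S100a8, Stfa1, Krtap19-3 and Crnn were listed at 0 in wild type and at 152, 49.0, 41.6 and 35.7 FPKM in JunB cKO, and Mrps18c rose from 3.09 to 148. Npy, Myl1, Apol6, Adig and Clec4a3 were listed at 63.8, 40.0, 39.4, 22.0 and 20.8 FPKM in wild type and at 0 in JunB cKO.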

RNA-seq analyses revealed considerable differences in gene expression between JunB cKO and wild type uninjured skin or skin harvested after wounding and hair plucking, respectively (Fig. 6a, b, Supplementary Figure 8A and 8B). As expected, we observed a marked increase in pro-inflammatory genes from JunB cKO wounds as compared to wild type wounds. 

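The paper names no genes for this increase. In the wound table, the 50 inflammatory genes shown in Supplementary Figure 8F had a median log2 ratio of 0.12 between JunB cKO and wild type, at percentile 95.5 of matched random lists and at percentile 84.6 when only genes with an FPKM of at least 1 were compared; 28 of them were higher and 18 lower in JunB cKO, and 4 were listed at 0 in both. The largest log2 ratio among them was that of Cxcl1, which was at 0.0613 FPKM in wild type and 1.12 in JunB cKO, and with a pseudocount of 1 that of Cxcl2. Cxcl2, on chromosome 5 from 90903871 to 90905938, increased from 1.05 to 7.85 FPKM (log2 ratio 2.79; q = 0.0792 in the authors' deposited table), and Il1f6 from 1.02 to 3.87. In the other direction, Tnf decreased from 2.12 to 0.558 FPKM, Cxcl13 from 3.44 to 0.292, and Ccl1 was at 2.05 in wild type and listed at 0 in JunB cKO (q = 0.0406 in the authors' deposited table, the only one under 0.05 among the 28 of the 50 genes that were tested there). Ccl8 was at 62.8 in wild type and 57.4 in JunB cKO. S100a8, on chromosome 3 from 90668978 to 90670035, which is not in that list, increased from 36.7 to 139 FPKM (q = 0.00908 in the authors' deposited table).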

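The genes behind the tested pathways are not named in the text of the paper, so cytokine, chemokine and ECM genes were collected by their symbols. The 148 cytokine and chemokine genes and their receptors had a median log2 ratio of 0.07 between JunB cKO and wild type wounds, at percentile 99.5 of matched random lists. Of these genes, 80 were higher and 51 lower in JunB cKO, 24 at least 2-fold higher and 12 at least 2-fold lower, and 17 were listed at 0 in both genotypes. The medians of the random lists had an SD of 0.0128 around 0, because many genes are listed at 0, so that a small median has a high percentile. Restricted to the 88 genes with an FPKM of at least 1 in either genotype, and to random lists of such genes, the median log2 ratio was 0.16, at percentile 98.5. The 119 ECM genes, which comprise collagens, laminins, matrix metalloproteinases, their inhibitors and related genes, had a median log2 ratio of 0.10, at percentile 99.1 of matched random lists; 75 were higher and 40 lower in JunB cKO, 10 at least 2-fold higher and 6 at least 2-fold lower. For the 97 of them with an FPKM of at least 1, the median was 0.11, at percentile 98.5. In the authors' deposited table, 1 of the 100 tested cytokine and chemokine genes and 0 of the 103 tested ECM genes had a q-value under 0.05.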

A significant upregulation in pathways involved in cytokine and chemokine signaling as well as extracellular matrix (ECM) remodeling was detected by pathway enrichment analyses in JunB cKO wounds (Fig. 6a, c). Hair depilation represents a rather pro-developmental condition with less inflammation. Among other pathways, upregulation of “Notch signaling” was particularly intriguing (Fig. 6c, d) as canonical Notch signaling is a major regulator of epidermal differentiation^6^, which may trigger aberrant differentiation in JunB cKO skin. 

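In the hair plucking table, the 10 genes of Fig. 6d had a median log2 ratio of 0.34 between JunB cKO and wild type, at percentile 89.8 of matched random lists, with 8 genes higher and 2 lower in JunB cKO. Notch4, which lies on chromosome 17 of GRCm38 from 34564268 to 34588503 (Ensembl gene ENSMUSG00000015468.14), increased from 0.261 to 11.8 FPKM (log2 ratio 5.05; q = 0.0395 in the authors' deposited table). It was the only one of the 10 genes with a q-value under 0.05 there. Cdkn1a, the gene of p21, increased from 15.3 to 42.1 FPKM (log2 ratio 1.45; p = 0.012 and q = 0.166 in the authors' deposited table) and Mesp2 from 0.492 to 1.60. Notch2 was at 28.3 in wild type and 41.8 in JunB cKO, Myc at 11.9 and 17.3, Notch3 at 9.52 and 10.55, Notch1 at 83.4 and 90.6, and Ccnd3 at 39.6 and 41.5. Hes1 was at 30.6 in wild type and 26.3 in JunB cKO, and Jag1 at 70.7 and 65.8. In wounds, the same genes had a median log2 ratio of 0.11, at percentile 79.2, and Notch4 was at 3.69 FPKM in wild type and 3.26 in JunB cKO, Myc at 14.0 and 23.7, and Jag1 at 52.7 and 46.0. The 155 keratin and cornified envelope genes, which stand for the keratinization pathway of Fig. 6c, had a median log2 ratio of 0.55 after hair plucking, at percentile 100 of matched random lists, and 0.26 for the 98 genes left without the keratin-associated protein genes. The 119 ECM genes had a median of -0.12 there, at percentile 0.53, with 44 higher and 63 lower in JunB cKO. A difference in the tissue composition of the plucked samples was not tested. In wounds the median of the keratin and cornified envelope genes was -0.34, at percentile 0, with 42 of 153 genes higher and 103 lower in JunB cKO. Of the 57 keratin-associated protein genes among them, 6 were higher and 51 lower, and no median without these genes was calculated for wounds. From the increase in Notch signaling, the paper proposes that Notch may trigger aberrant differentiation in JunB cKO skin.

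**Figure D1:**
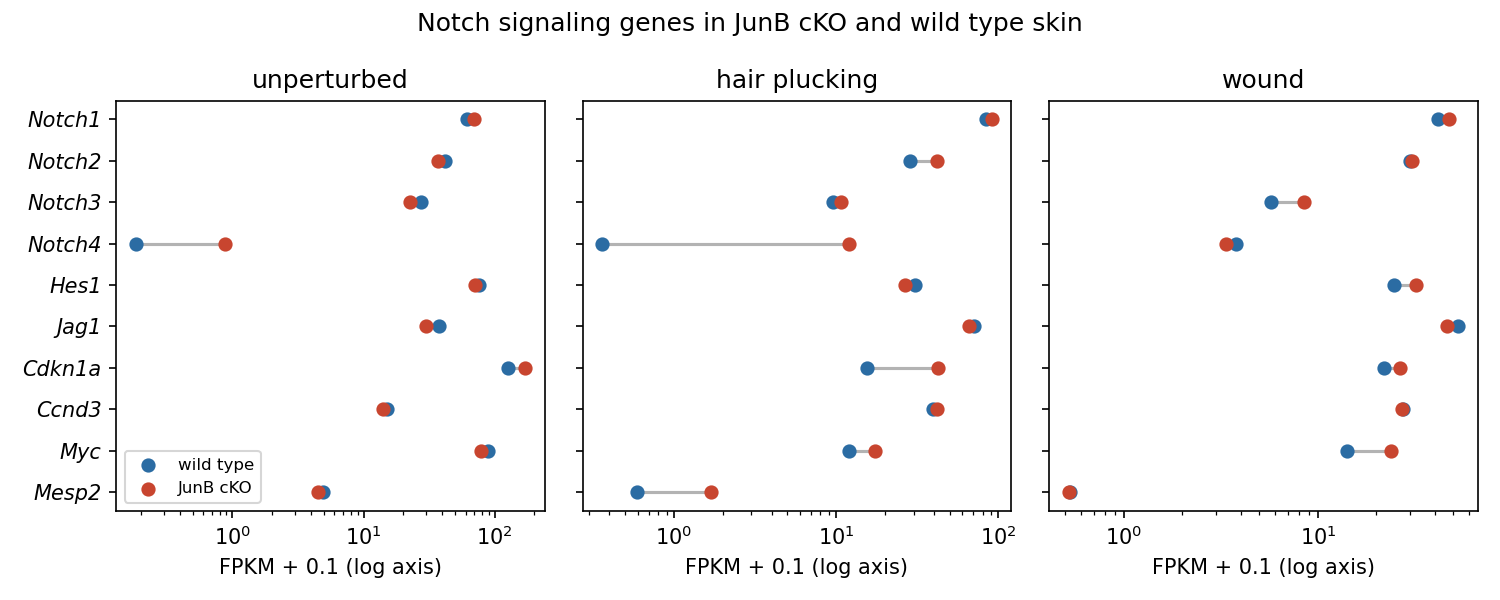
FPKM (plus 0.1, log axis) of the 10 Notch signaling genes in wild type (blue) and JunB cKO (red) in unperturbed skin, after hair plucking and in wounds, with 1 value per genotype and therefore no error bars. After hair plucking, Notch4 lies at 0.261 FPKM in wild type and 11.8 in JunB cKO, and Cdkn1a at 15.3 and 42.1.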

We further confirmed Notch involvement at protein level. Western blot analyses showed substantial Notch activation and its target proteins such as p21, CyD3, and cMyc in JunB cKO skin in response to hair plucking as opposed to wild type skin (Fig. 6e, Supplementary Figure 9A and Supplementary Figure 12). In addition, RNA-seq analyses—under unperturbed conditions—also uncovered considerable differences in gene expression between JunB cKO and wild type skin (isolated from dorsal skin of 60-days-old mice) (Supplementary Figure 8A and 8B). 

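Which genes differed in unperturbed skin depended on their expression level. Among the 7831 loci with an FPKM above 0 and up to 1 in the higher genotype, 93.6% were higher in JunB cKO, and among the 5313 loci above 1 and up to 3, 84.2% were. Of the 5822 loci above 10 and up to 100, 20.4% were higher in JunB cKO. The median FPKM over all loci was 0.574 in wild type and 1.46 in JunB cKO, and 8456 loci were listed at 0 in wild type and 2964 in JunB cKO. Over the 11995 loci with an FPKM of at least 1 in both genotypes, the median log2 ratio was -0.17. The 1487 odorant, vomeronasal and bitter taste receptor genes, which are used in sensory tissues, had a median FPKM of 0 in wild type and 0.543 in JunB cKO. After hair plucking and in wounds, their median was 0 in both genotypes, as most were listed at 0 in both. Of the loci with at least an FPKM of 10 in either genotype, 104 were at least 2-fold higher and 117 at least 2-fold lower in JunB cKO, a minimum chosen after the values had been seen. With an FPKM of at least 10 in one genotype and a q-value under 0.05 in the authors' deposited table, 5 named genes were higher in JunB cKO. Lor, which encodes loricrin, rose from 46.99 to 213 FPKM, the RNA gene Vaultrc5 from 106 to 428, Flg, which encodes filaggrin, from 11.3 to 46.1, Cnfn from 65.3 to 177 and Spns2 from 8.13 to 20.5. Besides Junb, the largest decreases within these limits were those of Scd3, Ifi202b, from 92.6 to 28.8, Serpina3j, from 25.1 to 7.36, and Serpina3b, from 42.1 to 15.0.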

Among others, we identified a significant decrease in genes involved in lipid metabolism of sebaceous glands (Supplementary Figure 8C) most likely affecting lipid synthesis and sebaceous gland maturation, a finding which is in line with our earlier lipidomic findings (Fig. 5b–f). In addition, immunostaining of Awat2—the key enzyme in wax synthesis localized in mature sebaceous glands—showed a significantly reduced expression in JunB cKO mice (Supplementary Figure 8G). By contrast, genes involved in mucin synthesis such as *MUC1*, *MUC 2*, *MUC 4*, and *MUC 6* were highly upregulated in JunB cKO mice (Supplementary Figure 8C). 

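The 8 lipid genes of Supplementary Figure 8C had a median log2 ratio of -0.78 between JunB cKO and wild type in the unperturbed table, lower than the medians of all 10000 matched random lists, with 6 genes lower and 2 higher in JunB cKO. Scd3, a stearoyl-CoA desaturase gene on chromosome 19 of GRCm38 from 44203269 to 44244016 (Ensembl gene ENSMUSG00000025202.8), decreased from 19.4 to 4.66 FPKM (log2 ratio -2.03; q = 0.00961 in the authors' deposited table). Scd4 was not tested there, and the other 6 genes had q-values above 0.05. Awat2, on chromosome X from 100402221 to 100442717, decreased from 2.63 to 0.288 FPKM (log2 ratio -2.82; q = 0.964 in the authors' deposited table), and Awat1, on the same chromosome from 100572251 to 100578205, from 8.12 to 2.02 (log2 ratio -1.96). Both encode acyl-CoA wax alcohol acyltransferases. Dgat1 decreased from 10.58 to 6.32 FPKM, Dgat2 from 136 to 111 and Scd1 from 392 to 222. Scd2 was at 33.4 in wild type and 36.6 in JunB cKO, and Scd4 at 0.165 and 0.349. From the decrease, the paper reasons that lipid synthesis and sebaceous gland maturation are most likely affected.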

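In the unperturbed table, Muc1 had an FPKM of 0.233 in wild type and 0.986 in JunB cKO, Muc2 0.196 and 0.663, Muc4 0.00534 and 1.71, and Muc6 0.0756 and 3.13. Muc4 lies on chromosome 16 of GRCm38 from 32735886 to 32782391 and had a log2 ratio of 4.10 (p = 0.205 in the authors' deposited table). Muc6, on chromosome 7 from 141633456 to 141655319, had a log2 ratio of 4.20 (p = 0.225 in the authors' deposited table). Muc1, Muc2, Muc3, Muc5ac and Muc5b were not tested in the authors' deposited table, where their status is NOTEST. The other mucin genes of Supplementary Figure 8C were also at low values. Muc5b had an FPKM of 0.0361 in wild type and 0.910 in JunB cKO, and Muc3 and Muc5ac were listed at 0 in wild type and at 0.608 and 0.459 in JunB cKO. The 7 mucin genes had a median log2 ratio of 2.82, at percentile 89.1 of matched random lists, whose own median was 2.37. With a pseudocount of 1, the median log2 ratio was 0.69. For the 2 genes with an FPKM of at least 1, the median was 4.15, at percentile 95.7 of random lists of such genes. The median of those random lists was 2.68. Muc1, Muc2, Muc3, Muc5ac and Muc5b in JunB cKO were within 2 times the median of 0.543 FPKM that sensory receptor genes had in the same library. Muc4 and Muc6 were above that range. When that median was subtracted, a step chosen after the values had been seen, the log2 ratio was 3.93 for Muc6, 3.59 for Muc4, 1.78 for Muc5b, 0.72 for Muc3, 0.71 for Muc1, 0 for Muc5ac and -0.43 for Muc2.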

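In the unperturbed table, Wnt8b, on chromosome 19 of GRCm38 from 44493472 to 44514273, had an FPKM of 0.0186 in wild type and 1.52 in JunB cKO (log2 ratio 3.77; p = 0.209 in the authors' deposited table). Wnt9b, on chromosome 11 from 103727364 to 103749821, was at 0.0822 and 1.25 (log2 ratio 2.89; p = 0.217 in the authors' deposited table), and Wnt7a, on chromosome 6 from 91363981 to 91411363, at 0.378 and 1.62 (log2 ratio 1.85; p = 0.214 in the authors' deposited table). Wnt5b was at 1.01 FPKM in wild type and 1.39 in JunB cKO (log2 ratio 0.42; p = 0.733 in the authors' deposited table) and Wnt9a at 0.512 and 1.03, with no test in the authors' deposited table. The median log2 ratio of these 5 genes was 1.85, at percentile 78.1 of matched random lists, whose own median was 1.34, and at percentile 45.6 among random lists of genes with an FPKM of at least 1. Over the 30 genes of Supplementary Figure 8D, which comprise Wnt ligands, Fzd receptors and Dkk inhibitors, the median log2 ratio was 0.29, at percentile 86.7, with 20 genes higher and 10 lower in JunB cKO. The largest log2 ratio was that of Wnt1, listed at 0 in wild type and at 1.48 FPKM in JunB cKO (p = 0.0013 and q = 0.0823 in the authors' deposited table), and the lowest that of Wnt3a, from 5.55 to 3.92. Of the 25 genes tested in the authors' deposited table, 0 had a q-value under 0.05. With the median of the receptor genes subtracted, the log2 ratio was 3.18 for Wnt8b, 2.15 for Wnt9b, 1.30 for Wnt7a, -0.06 for Wnt9a and -0.23 for Wnt5b.

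**Figure D2:**
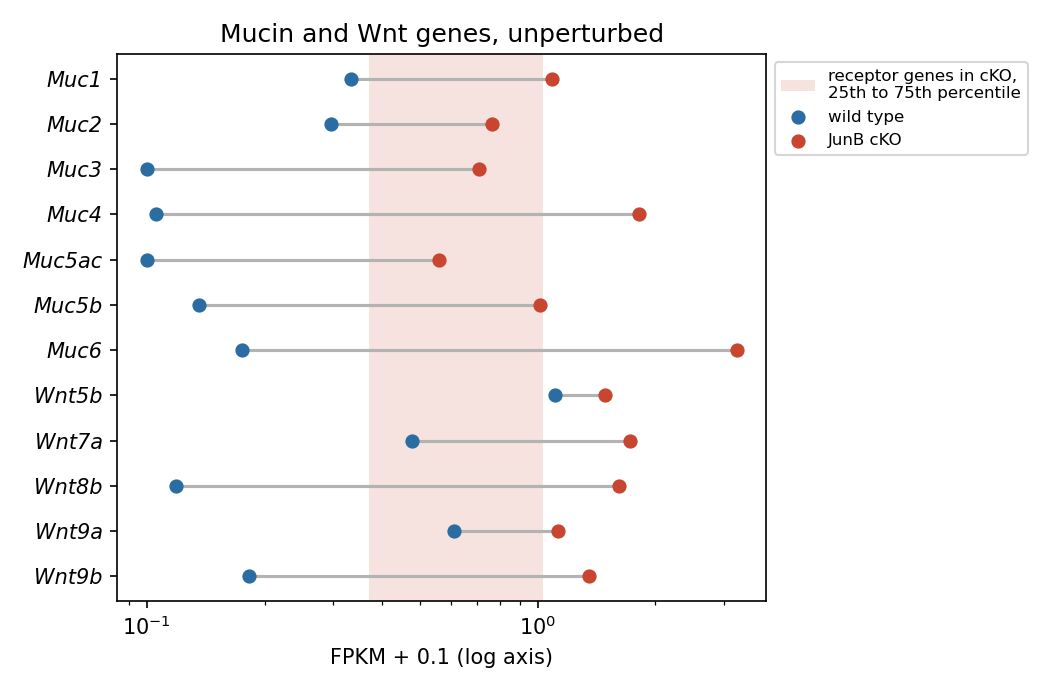
FPKM (plus 0.1, log axis) of the mucin genes and of the 5 Wnt genes in unperturbed wild type (blue) and JunB cKO (red), with 1 value per genotype and therefore no error bars. The shaded band spans the 25th to 75th percentile of the sensory receptor genes in JunB cKO, from 0.269 to 0.930 FPKM. Muc6 lies highest in JunB cKO at 3.13 FPKM.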

In case of *Wnt* family genes, which are major determinants of epidermal stemness in skin, a significantly increased expression of *Wnt5b*, *7a*, *8b*, *9a*, and *9b* in JunB cKO primary epidermal progenitor cells (Supplementary Figure 8D) was observed. 

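Of the 10 Notch signaling genes in the unperturbed table, 3 were higher and 7 lower in JunB cKO, with a median log2 ratio of -0.12, at percentile 69.7 of matched random lists. Relative to the median ratio of all expressed loci, the median of the Notch genes was 0.06. Notch4 was at 0.0831 FPKM in wild type and 0.783 in JunB cKO (log2 ratio 2.27) and had no test in the authors' deposited table. Notch1 was at 61.0 and 69.6, Cdkn1a at 125 and 171, Notch2 at 41.4 and 36.7, Notch3 at 27.4 and 22.7, and Jag1 at 37.7 and 30.1. None of the 9 tested genes had a q-value under 0.05 in the authors' deposited table. The 50 inflammatory genes of Supplementary Figure 8F had a median log2 ratio of 2.19, at percentile 97.8 of matched random lists, whose own median was 1.74. Of these genes, 49 were higher in JunB cKO, and Ccl8 was at 0.191 in wild type and listed at 0 in JunB cKO. The median FPKM of the list was 0.113 in wild type and 0.994 in JunB cKO, 10 genes were listed at 0 in wild type, and 25 reached an FPKM of 1 in either genotype. For these 25 genes the median log2 ratio was 2.16, at percentile 99.3 of random lists of such genes, whose own median was 1.43. The highest values were those of Ccl20, from 2.37 to 10.0 FPKM, Cxcl1, from 1.65 to 6.12, and Il1a, from 1.87 to 5.92. Cxcl17 had the largest log2 ratio, 4.16, from 0.106 to 3.59 FPKM. In the authors' deposited table 23 of the 50 genes were tested, and all of these had q-values above 0.05. With the median of the sensory receptor genes subtracted, the median log2 ratio of the list was 0.85.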

JunB deficiency also modulated the expression of *Notch* genes (Supplementary Figure 8E) and several inflammatory mediators (Supplementary Figure 8F). Of note, we found a marked alteration in the expression of other AP-1 assembly transcription factors in JunB cKO skin (Fig. 6e and Supplementary Figure 9A). This implies that JunB plays a crucial role in the stability or most likely activity of other AP-1 complex members.

**Fig. 6:**
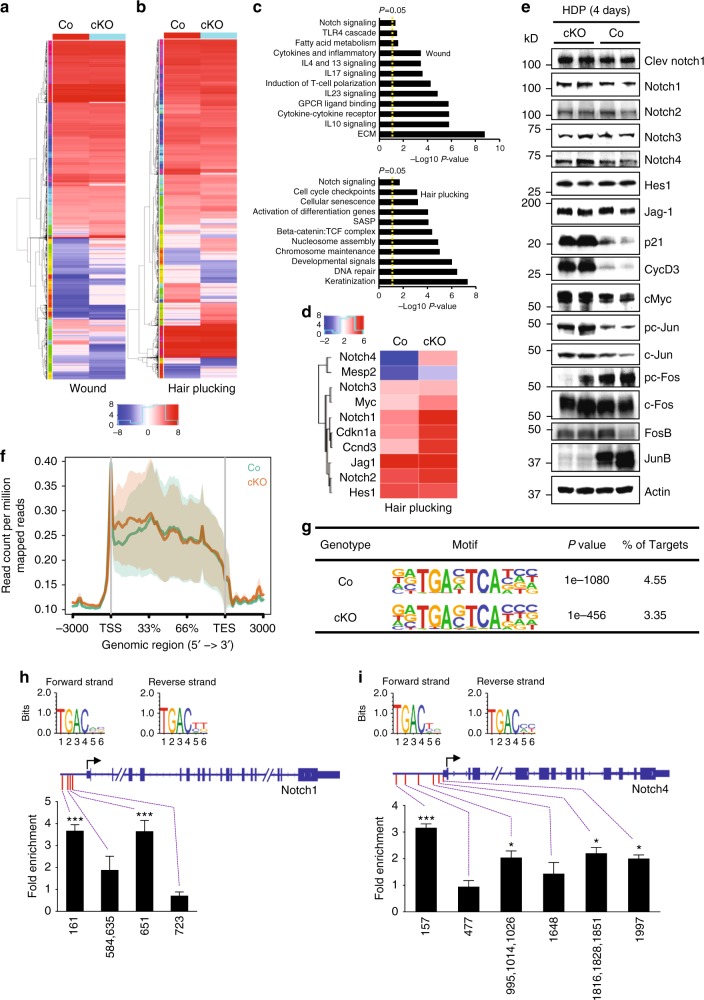
JunB deficiency significantly altered the global transcriptome. **a**, **b** Heatmap depicting transcriptome profiling of samples (*n* = 3) from wild type and JunB cKO skin harvested after wounding or hair plucking. The color reflects the log2 scale of relative expression as in the case of Figure (**a**, **b**, and **d**). **c** Pathway enrichment analyses depicting highly upregulated pathways in JunB cKO mice skin compared to wild type after wounding or hair plucking. Dashed line represents *P* value of 0.05. *P* < 0.05 for the pathway enrichment was considered significant. **d** Heatmap depicting genes involved in Notch signaling from wild type and JunB cKO skin collected post hair plucking. **e** Western blot analyses of key activated Notch pathway proteins and AP-1 members 4 days post hair plucking in JunB cKO and wild type skin. **f** Distribution of ATAC-seq signals across the gene body of the whole mouse genome and **g** high enrichment of the AP-1 motif both in primary epidermal progenitor cells isolated from JunB cKO and wild type skin post hair plucking. **h** ChIP assay from wild type epidermal progenitor cells isolated after hair depilation displays distinct JunB binding sites in *Notch1* and **i** *Notch4* promoter regions. The fold enrichment is calculated by comparing the Ct values of each primer sets (JunB/AP1 binding site) with a JunB/AP1 negative region (3′ UTR in case of *Notch1* and 5′ UTR in case of *Notch4*). Each of the Ct values of either JunB/AP1 binding sites or negative region was subtracted from respective IgG Ct values (*n* = 3), *P < 0.05, ***P < 0.001, *t*-test. The position of motif (JunB binding site) is mentioned in the X axis. A schematic representation of JunB/AP1 binding sites (Red bar) in the promoter region of either *Notch1* or *Notch4* gene is presented above the graphs

Next, to discover the potential role for JunB/AP1 in the regulation of differentially expressed genes and accessibility to gene-regulatory chromatin regions, an assay for transposase accessible chromatin with high-throughput sequencing (ATAC-seq) analysis was employed. ATAC-seq signals from epidermal progenitor cells isolated either from JunB cKOs or wild type mice after hair plucking were mapped over the whole genomic region to detect the impact of JunB deficiency on the chromatin state. A marked enrichment of ATAC-seq signals at transcript start sites (TSS) in JunB cKO epidermal progenitor cells were detected as opposed to wild type (Fig. 6f, Supplementary Figure 10A and 10B), which most likely influence global gene transcription. Interestingly, ATAC-seq analyses revealed that AP-1 motif was among the top enriched open chromatin domains both in JunB cKO and wild type mice skin following hair plucking (Fig. 6g). Furthermore, the ATAC-seq de novo motif analyses from JunB cKO mice has revealed marked enrichment of the AP-1 motif in both upregulated and downregulated genes (Supplementary Figure 9B), suggesting a key regulatory role for AP-1 in maintaining epidermal homeostasis. Consistent with our findings, ATAC-seq analyses of the previously deposited data, GEO: GSE89928^11^ uncovered a substantial enrichment of AP-1 during epidermal wound healing (24.55%) compared to homeostatic epidermal (15.31%) and HF stem cells (4.73%) (Supplementary Figure 9C).

As the Notch pathway is highly activated in JunB cKO mice, we further explored whether JunB interacts with Notch promoter regions. *In-silico* analysis, indeed, revealed potential JunB binding sites in the promoter region of several Notch family genes (Supplementary Figure 10C). ChIP assays were subsequently performed to determine direct physical interaction between JunB and the Notch promoter in wild type epidermal progenitor cells in response to hair plucking. Of note, multiple binding sites for JunB in the promoter region of *Notch 1* (Fig. 6h), and *Notch 4* gene (Fig. 6i) were confirmed, indicating direct regulation of Notch signaling by JunB in the epidermis. Of note, the ChIP-qPCR assay demonstrated a reduction in repressive histone marks (H3K27Me3 and H3K9Me3) and a gain of active histone marks (H3K9Ac and H3K4Me) within the promoter region of *Notch1* and *Notch4* gene in JunB cKO basal epidermal progenitor cells as compared to control (Supplementary Figure 11A and 11B).

In aggregate, our results clearly establish JunB to be essential for maintenance as well as fate restriction of distinct stem and progenitor cells residing in the skin.

### Notch inhibition restored skin homeostasis in JunB cKOs

To further explore whether upregulated Notch signaling in JunB cKO mice is causal for the observed lineage drift and impaired skin function, we used a pharmacological approach to inhibit Notch signaling in JunB cKO mice. We repetitively treated JunB cKO mice either with vehicle or with the gamma-secretase inhibitor dibenzazepine (DBZ, 1 mg/kg)^30^, a specific Notch inhibitor (Fig. 7a). Gamma-secretase facilitates the final cleavage step of the precursor form of Notch and thereby activates Notch signaling. Employing DBZ during wound healing, we examined lineage plasticity, differentiation, proliferation and barrier function in JunB cKO mice.

**Fig. 7:**
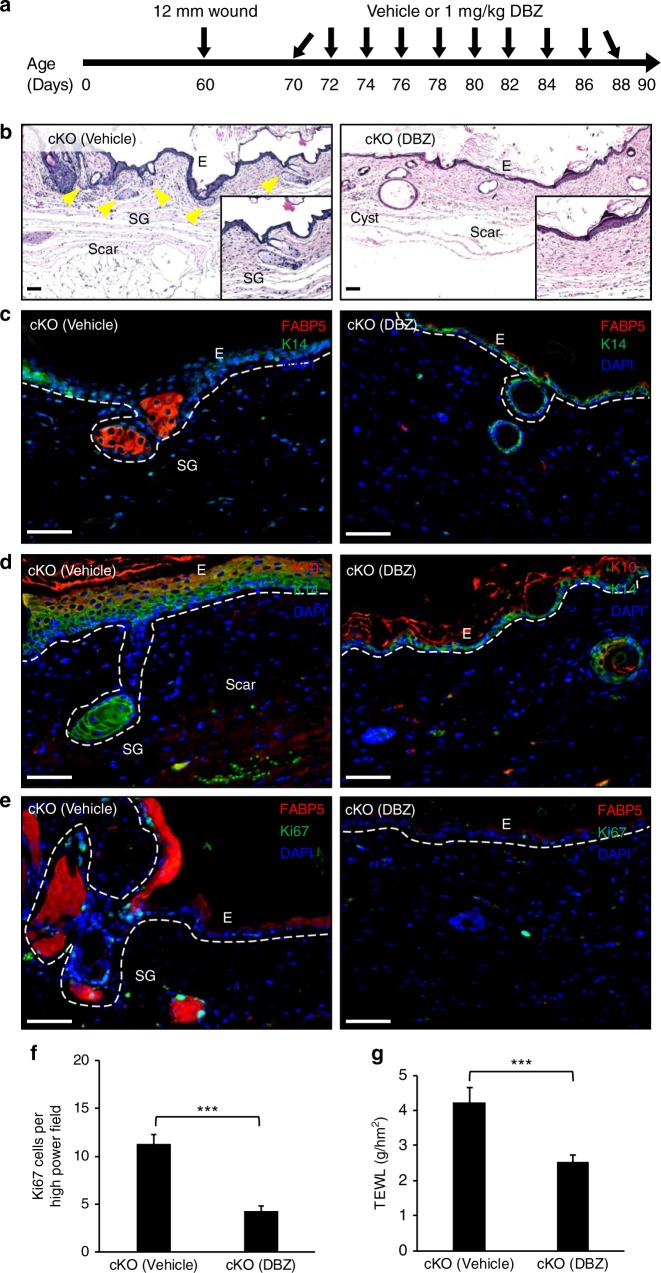
Notch inhibition restored epidermal homeostasis in JunB cKOs. **a** Cartoon depicting experimental design and administration schedule of the Notch inhibitor DBZ or vehicle in JunB cKO mice. **b** Representative H&E staining and **c** immunostaining for the sebaceous gland specific marker FABP5 demonstrates the absence of de novo sebaceous gland formation in newly formed wound epithelium of the Notch inhibitor DBZ treated JunB cKO mice as opposed to vehicle treated group (*n* = 3). Scale bars, 50 µm. **d** Representative microphotographs with immunostaining of differentiated keratinocytes marker K10 (red) and undifferentiated keratinocytes marker K14 (green), in DBZ treated JunB cKO mice compared to vehicle treated group (*n* = 3). Nuclei stained with DAPI in blue. Scale bars, 50 µm. **e** Representative microphotographs with immunostaining of proliferation marker Ki67 (green) and FABP5 (red) and **f** quantification, in DBZ treated JunB cKO mice as opposed to vehicle treated group. ***P < 0.001, *t*-test (*n* = 3). Nuclei stained with DAPI in blue. Scale bars, 50 µm. **g** TEWL, which is inversely related with epidermal barrier function, was measured on the dorsal skin of DBZ treated JunB cKO mice and vehicle treated group (*n* = 3). ***P < 0.001, *t*-test

Interestingly, a complete absence of ectopic sebaceous glands was uncovered in regenerating wound epithelium in the DBZ treated group as compared to the vehicle treated JunB cKO mice (Fig. 7b, c). Instead, DBZ treated JunB cKOs showed thin scar epithelium and the presence of keratin cysts that were typically reported in Notch deficient mice^31^. These data confirm effective Notch blockade with DBZ in our model system (Fig. 7b, c). This was further supported at protein level (Supplementary Figure 11C). In addition, chronic DBZ administration restored the expression of the terminal differentiation marker K10 and confined the expression of undifferentiated keratinocytes marker K14 to the basal layer in JunB cKO skin as compared to vehicle treated group (Fig. 7d). Consistent with these results Notch inhibition reduced epithelial cell proliferation in JunB cKO skin, as shown by a marked reduction of the proliferation marker Ki67 (Fig. 7e, f). To study whether long term Notch blockade can rescue the barrier function in JunB cKO skin, TEWL measurements were performed on the dorsal skin of mice. In the DBZ treated mice a significant reduction in TEWL was found when compared to the vehicle treated group (Fig. 7g). These data indicate a marked restoration of the impaired barrier function in JunB cKO skin.

In aggregate, our results revealed beneficial action of Notch inhibition in JunB cKO skin that not only oppose the lineage drift, but also restored the epidermal homeostasis and skin function.

## Discussion

Our study highlights a novel role of JunB in skin that is responsible for fate/lineage plasticity of stem cells located in the interfollicular epidermis and upper pilosebaceous compartment. We uncovered JunB as a multifaceted gate-keeper of skin homeostasis (see graphical summary Fig. 8). JunB enforces its function by the previously unreported suppression of sebocyte fate decision from epidermal progenitors, which via JunB-dependent tight regulation of *Notch* genes are restricted to epidermal differentiation, and in consequence maintain the multilayered protective barrier of the epidermis. In addition, JunB was identified to serve the maintenance of the protective epidermal barrier by inducing lipid synthesis in sebaceous glands. Distinct classes of lipids produced from sebaceous glands seal the internal moisture of the skin and display microbicidal functions^32^.

**Fig. 8:**
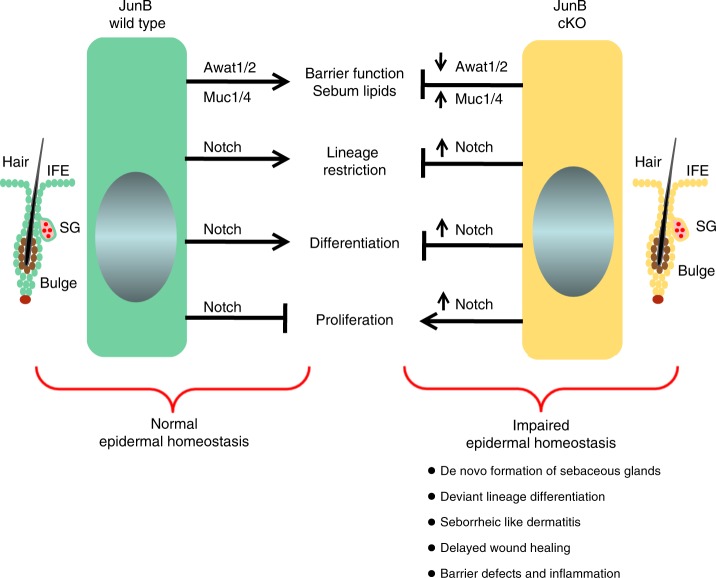
Graphical summary describing JunB function in skin. Schematic drawing depicts wild type epidermal cells and their progenitors expressing K14 (left panel, green) and the JunB cKO epidermal cells and their progenitors (right panel, light yellow) in their different epidermal skin compartments (IFE, interfollicular epidermis; SG, sebaceous gland). In the JunB wild type conditions—via Notch signaling—epidermal differentiation and proliferation of cells are balanced even upon different stimuli. This in conjunction with the restriction of epidermal progenitor toward epidermal differentiation guarantees a functional epidermal barrier. By contrast, in the JunB cKO situation, epidermal cells and their progenitors—due to overactivation of Notch signaling—cannot undergo proper differentiation but instead are caught in unrestrained proliferation. Most importantly, JunB cKO epidermal progenitors are not lineage restricted and tweak into the sebocyte differentiation and under conditions of skin irritation/trauma result in de novo sebaceous gland formation. The lineage deviation of epidermal progenitors towards as sebocyte phenotype is accompanied with a functional change and in consequence an increase in the synthesis of mucin at the expense of lipids. In fact, the major enzyme catalyzing wax ester synthesis is decreased. This together with the lack of epidermal differentiation and a change in the outermost composition of the wax impairs the protective barrier of the epidermis. Impairment of JunB function at several molecular and cellular levels results in complex phenotypes like seborrheic like dermatitis, delayed wound healing and loss of skin homeostasis

The key role of epidermal JunB in skin homeostasis was supported by complex pathologies in the absence of JunB in cKO mice. First, a dermatitis-like syndrome closely mimicking human seborrheic dermatitis^33,34^ spontaneously occurred in mechanically stressed anatomical sites. JunB cKOs suffering from seborrheic dermatitis revealed enlarged sebaceous glands most likely due to the lack of fate restriction of epidermal progenitor cells towards sebocytes or to hyperproliferation. Second, partly due to enhanced *Notch* genes expression in JunB cKOs, differentiation of epidermal progenitors is impaired in favor of an unlimited proliferation resulting in a hyperplastic epidermis with a parakeratotic stratum corneum (persisting nuclei of epidermal cells in the stratum corneum). Third, the protective barrier of the skin is broken as deduced from the clinical picture of a moist skin surface covered by flaky scales. Fourth, perturbing skin by full-thickness (epidermis and dermis) wounds, hair plucking or topical TPA treatment resulted in an increase in the size of sebaceous glands. In fact, healing and regeneration of full thickness wounds were markedly delayed in JunB cKO mice. Our findings together with an earlier report that demonstrated wound healing defects in fibroblast-specific JunB deficient mice^19^, strongly implicate an essential role for JunB both in epidermis and dermis to restore skin homeostasis after injury. Our major, previously unreported finding was the de novo formation of sebocytes and sebaceous glands from renewing wound epidermis of JunB cKO mice, strongly indicating a deviation from the normal differentiation program in the subset of JunB deficient progenitors. These so called “free” (not attached to hair follicles) lipid producing glands are typically found in eyelids, oral epithelium, and ears^35^. Our data provide first evidence that JunB plays a major role in the restriction of epidermal stem cell fate decisions and suppression of inflammation during tissue repair and regeneration.

JunB cKOs display the typical symptoms of seborrheic dermatitis which are partly overlapping with earlier described Keratin 5 specific epidermal JunB single^15^ or JunB/cJun double deficient mice^18^, in terms of epidermal hyperplasia and skin inflammation. Transgenic mice published in the above reports suffer from severe arthritis (inflammation of the joints), strong skin inflammation, scaling and alopecia in irregular skin areas including ears and the tail. In contrast to these reports, our study specifically addresses the regulatory role of JunB in sebaceous gland homeostasis and in controlling lineage plasticity of epidermal stem cells in regenerating skin.

Using comprehensive transcriptome analysis, we uncovered potential JunB-dependent targets that—due to disrupted expression—most likely dysregulate tissue homeostasis in epidermal specific JunB cKO mice. Among them, activated Notch signaling in JunB cKOs was particularly interesting as balanced Notch signaling is essential for proper epidermal differentiation^6^. Our results identified a specific enrichment of the JunB/AP1 motif during epidermal differentiation, which directly suppresses Notch signaling via physical interaction with the *Notch1* and *Notch4* promoters. AP-1 has also been implicated in transcriptional repression of matrix metalloproteinase-9 through recruitment of histone deacetylase-1 in response to interferon β^36^ and 17a-hydroxylase-17,20-lyase via blocking transcriptional activity of the nuclear receptor steroidogenic factor-1^37^. In addition, anti-proliferative actions of JunB/AP1 family have been reported to be due to direct activation and induced expression of the cell cycle check point marker, p16^38^. Strikingly, blocking unrestrained Notch activation by pharmacologic means rescued epidermal homeostasis through suppressing lineage drift towards de novo sebaceous glands and epidermal proliferation, while improving differentiation and barrier function in JunB cKO mice.

In addition, we identified down regulation of genes involved in fat metabolism such as *Awat1*, *Awat2*, *Dgat1*, and *Scd3*. Altered lipid biosynthesis as uncovered by an unbiased lipidomic approach together with reduced free fatty acid and cholesterol/desmosterol production from JunB cKO sebocytes not only affect hair quality, but also disrupt the protective hydrophobic barrier layer of the epidermis and hair. Our findings highlight an important role for JunB both in the regulation of lineage plasticity, proliferation as well as in the control of sebaceous gland and epidermal barrier function.

In terms of disease pathologies, JunB cKO mice in conjunction with aberrant Notch signaling revealed several features overlapping with seborrheic dermatitis^33,34^. The present study thus may be highly relevant to pathological conditions related to malfunction of sebaceous gland like seborrheic dermatitis. Our findings hold substantial promise to develop new therapeutic targets for patients suffering from sebaceous gland associated pathologies.

## Methods

### Generation of basal epidermal cells specific JunB cKO mice

We have generated basal epidermal progenitor cell-specific JunB cKO mice by crossing mice carrying cre recombinase under the control of K14 promoter (B6; K14 Cre) with mice harboring *JunB* floxed alleles (B6; JunBtmAngl). *JunB* deletion was confirmed by standard PCR using specific primers (Supplementary Table 2). Mouse colonies were housed in a certified animal facility in accordance with European guidelines. The local ethical committee (Regierungspräsidium Tübingen) approved these experiments.

### FACS analysis and colony-forming unit assay of HFSCs

For FACS analysis, freshly isolated primary epidermal progenitor cells from adult skin were stained for 30 min on ice with APC-conjugated anti-α6-integrin (Biolegend, 313616, dilution 1:100) and FITC-conjugated anti-CD34 (eBioscience, 11-0341-85, dilution 1:50) antibodies. FACS-analysis was performed on a BD FACSCanto^TM^ II and data were analyzed with FlowJo software. While FACS sorting and colony-forming unit assay (CFU) assay was performed as previously described^39^. For CFU assay, FACS sorted HFSCs (CD34^+ve^α6Itg^Hi^) either from control or cKO mice (*n* = 3) were cultured in 6 well plates over the period of 14 days under standard in vitro conditions.

### Wound healing study

Prior to wounding, mice were anesthetized and four 6 mm full excisional thickness wounds were induced on shaved back skin using standard biopsy punches. Wound size was photographically documented on day 0, 3, 5, 7, and 10 and quantified using Adobe Photoshop Elements 9 software (Adobe Systems). At the end of study wound tissue was harvested and stored either in −80 °C or fixed in 4% paraformaldehyde.

### Hair plucking assay

Hairs from mice back skin were depilated on P54 (postnatal day 54) using a mechanical epilator. On P58 (postnatal day 58) or 4 days after hair depilation, skin tissue was harvested and fixed in 4% paraformaldehyde or snap frozen in liquid nitrogen.

### TPA-induced hyperproliferation

TPA (12-O-Tetradecanoylphorbol 13-acetate, Sigma-Aldrich) was dissolved in DMSO at 1 mg/ml and further diluted in sterile acetone to final concentration of 20 nM. Diluted TPA (20 nM) was then topically applied twice daily on an alternate day over a week on the shaved back skin. At day 7, TPA or mock-treated mice were sacrificed and skin were processed for histological analyses.

### Whole mount staining and confocal imaging of tail epidermis

Pieces of skin tail were incubated in trypsin at 37 °C for 2 h. The epidermis was separated from the dermis as an intact sheet and subsequently washed with PBS and fixed in 4% paraformaldehyde at 4 °C for 2 h. Before immunostaining, epidermis sheets were washed and incubated in blocking buffer (1% BSA, 5% goat serum, 0.8% Triton in PBS) for 4 h at room temperature on a rocking plate. Epidermal sheets were then incubated in primary antibodies FABP5 (R&D systems, AF1476, dilution 1:500) to mark sebaceous glands or K10 (Covance, PRB-159P, dilution 1:100) to detect differentiated keratinocytes overnight at 4 °C on the rocking plate. After washing with PBS for 2 h samples were then incubated with appropriate secondary antibodies overnight at 4 °C on the rocking plate. Tail epidermis sheets were then washed with PBS for 2 h. Nuclei were stained in DAPI for 15 min and mounted in DAKO fluorescent mounting medium. Images were captured using Zeiss confocal microscope^40^. Approximately 10–15 optical sections per sample were done and subsequently processed with ImageJ.

### Western blot analyses and immunostaining

Western blot analyses and immunostaining were performed as previously described^41^. Western blotting was performed with following primary antibodies (1:1000): Anti- Clev Notch 1, Anti-Notch 1, Anti-Hes-1, Anti-P21, Anti-cMYc, and Anti-Cyclin D3 (Cell Signaling Technology, Notch activated targets antibody sampler kit, 68309), Anti-Notch4 (Millipore, 07-189), Anti-pc-Jun (Cell Signaling Technology, 3270), Anti-cJun (Cell Signaling Technology, 9165), Anti-JunB (Cell Signaling Technology, 3753) and secondary antibodies (goat anti-rabbit, 111-035-045 or goat anti-mouse 115-035-003, Jackson Immuno Research Inc., dilution 1:10,000). For immunostaining, tissue sections were incubated with following primary antibodies: Anti-JunB (Cell Signaling Technology, 3753, dilution 1:100), Anti-FABP5 (R&D systems, AF1476, dilution 1:1000), Anti-SCD1 (Cell Signaling Technology, 2438), Anti-CD34 (eBioscience, 11-0341-85, dilution 1:200), Anti-LRIG1 (R&D systems, AF3688, dilution 1:25), Anti-K14 (Covance, PRB-155P, dilution 1:50,000), Anti-K10 (Covance, PRB-159P, dilution 1:100), Anti-Ki67 (Thermo Fisher Scientific, MA5-14520, 1:50), Anti-F4/80 (eBioscience, 14-4801-81, dilution 1:200), Anti-Ly6C (BD Pharmingen, 550291, dilution 1:200), Anti-CD18 (eBioscience, 14-0181-81, dilution 1:200), Anti-Involucrin (Covance, PRB-140C, dilution 1:200), Anti-Loricrin (Biolegend, 905104, dilution 1:200), Anti-Sox9 (Millipore, AB5535, dilution 1:200) and Awat2 (Abcam, ab204904, dilution 1:200). Alexa Fluor 488 conjugated goat anti-rabbit IgG (Invitrogen, A11008), Alexa Fluor 555 conjugated goat anti-rabbit IgG (Invitrogen, A21428), Alexa Fluor 488 conjugated goat anti-mouse IgG (Invitrogen, A11001), Alexa Fluor 555 conjugated donkey anti-goat IgG (Invitrogen, A21432) and Alexa Fluor 488 conjugated goat anti-Rat IgG (Invitrogen, A11006) (dilution 1:1000) were used as secondary antibodies.

### Scanning electron microscopy

Hairs were plucked and mounted on aluminum pin stub covered with conductive carbon adhesive tabs. Sputter coating was performed with gold. Hairs were then analyzed under a field emission scanning electron microscope (ZEISS DSM 962) at 10 kV.

### Comprehensive transcriptome profiling and quantitative PCR

Total RNA from all the experimental groups was isolated using RNeasy mini kit (Qiagen). Total RNA from three different samples of the same group (either injured or intact skin from wild type and JunB cKO mice) were pooled and 5 µg of this pooled total RNA was used to deplete rRNA using a commercially available kit (Ribo-Zero gold, Illumina) following the manufacturer’s instructions. The rRNA depleted samples were subjected to library preparation using TruSeq Stranded Total RNA Library Prep Kit (Illumina). The library was sequenced on an Illumina NextSeq 500 (Microsynth AG, Switzerland) using NextSeq v2 run for RNA sequencing (1 × 75 bp reads). The demultiplex data were adapter trimmed and quality filtered using FASTX-toolkit (http://hannonlab.cshl.edu/fastx_toolkit/index.html). Adapter trimmed and quality filtered data was next employed to analyze the differential expression of genes using Tuxedo pipeline^42^. In brief, the unpaired quality filter and adapter trimmer reads were first mapped with tophat (version 2.1.0)/HISAT2 to the mouse genome (GRCm38) using Bowtie2/ HISAT2 index, respectively. Mapped data were then used for transcript assembly using Cufflinks (version 2.2.1) and finally differentially expressed genes were analyzed using Cuffdiff. All commands for FASTX-toolkit, Tophat and cufflinks were entered into a script file to automate the whole process of analysis. The script can be obtained from the authors on request. The heatmap of the expression data was generated using gplots in RStudio environment. The gene ontology and pathway analyses were performed using IPA (Qiagen).

### Notch inhibition study

For Notch inhibition experiments, 10 days after inflicting two 12 mm wounds on the back of mice, 1 mg/kg DBZ or dibenzazepine ((S)-2-(2-(3,5-difluorophenyl)acetamido)-N-((S)-5-methyl-6-oxo-6,7-dihydro-5H-dibenzo[b,d]azepin-7-yl)propanamide, SYNCOM, Netherlands) or vehicle (0.1% Tween-80, 0.5% methylcellulose) was orally administered to JunB cKO mice on alternate days for 20 days. Mice were then analysed for skin barrier function followed by harvesting wounds and skin for subsequent analyses.

### Quantitative GS-MS and untargeted LC-MS analysis of hair lipids

Equally weighed hair specimens from wild type and JunB cKO mice were extracted with chloroform/methanol mixture 2:1 after addition of the 10 nmole hexadeuterated cholesterol (d6-cholesterol) (CDN isotopes, Canada) and 1 nmole N-palmitoyl-d31-d-erythro-sphingosine (d31-Cer(d18:1/16:0) (Avanti Polar Lipids, USA). as the internal standards (IS). Aliquots of redissolved lipid extracts were analyzed by GC-MS for the quantification of free fatty acids and cholesterol/congeners following derivatization with 100 µl BSTFA-1% trimethylchlorosilane (TMCS) in pyridine. The redissolved lipid extracts were further analyzed by untargeted HPLC-ESI-MS (time of flight, TOF) in positive ion mode.

The separation in GC-MS was performed with the 30 m–0.250 mm (i.d.) GC DB-5MS UI fused silica column (Agilent Technologies) chemically bound with a 5% diphenyl 95% dimethylpolysiloxane cross-linked stationary phase (0.25 mm film thickness). Helium was used as the carrier gas. Samples were acquired in scan mode by means of electron impact (EI) MS (Agilent Technologies). Quantitation of lipid metabolites detected with the GC-MS method was performed against calibrations curves of authentic free fatty acids and sterols using d6-cholesterol as the internal standard. Quantitative results were normalized by the mg of extracted hair and reported as ng/mg hair.

The separation in LC-MS was operated with the chromatographic apparatus consisting of a 1200 series rapid resolution HPLC (Agilent Technologies) equipped with a degasser, autosampler, and thermostated column compartment from the same manufacturer. For the reversed phase HPLC separation a Zorbax SB-C8 rapid resolution cartridge 2.1 × 30 mm 3.5 µm p.s. (Agilent Technologies) was used. Hair extracts were eluted with a binary gradient of (A): 5 mM ammonium formate in MilliQ water (18.2 Ω) and (B): methanol/2-propanol 95/5. The mobile phases were filtered through 0.45 μm glass filters and continuously degassed under vacuum. The elution program was as follows: 0–2 min 60 % B, 18 min 99% B, 18–24 min 99% B, 30 min 60% B. The flow rate was maintained at 0.6 mL/min during the entire HPLC run. The column was thermostated at 60 °C. The injection volume was 1 μl. The eluent outlet was connected to two different MS analyzers for detection and characterization.

Measurements of accurate mass and isotope pattern were conducted with a G6220A series TOF-MS (Agilent Technologies, Germany) equipped with an ESI interface. Nitrogen was used as the nebulizing and desolvation gas. The temperature and the flow of the drying gas were 350 °C and 10 l/min, respectively. The capillary and the cone voltage were 4000 and 80 V, respectively. Scan mode TOF mass spectra were acquired in the positive ion mode by using the TOF at 10,000 mass resolving power for scans over the *m/z* range from 100 to 1200. MS scans were processed using the Mass Hunter software (B.01.03 version). To enhance accurate mass measurement for the ion species, a reference solution was vaporized in continuum in the spray chamber. The resulting data were converted to mass centroid from which the accurate *m/z* value was measured.

The results of the untargeted approach were normalized by the internal standards and the weight of each sample. In particular, following acquisition, lists of detected compounds associated with HPLC-MS data (retention time, accurate mass, and peak area) were generated by each data file with the Mass Profinder software (Agilent Technologies). The compounds lists were then converted into a compound exchange files and treated with Mass Profiler Professional software (Agilent Technologies). Internal and external normalization were done against peak area of internal standards and hair weight in each extract. Differences between co and JunB cKO mice were searched in hair specimens with univariate methods (volcano plot). Hierarchical clustering of samples was searched on the basis of the relevant discriminating compounds. Identification of compounds was performed on the basis of the accurate mass detected with the TOF MS and the MS/MS spectra generated with a triple quadrupole MS in separate run. ESI tandem mass spectra were obtained with a G6410A series triple quadrupole (Agilent Technologies). Data were acquired in the positive ion mode at unit mass resolving power. MS spectra were averaged and processed with the Mass Hunter software (B.01.03 version). The collision energy (CE) applied was 26 V, while the fragmentor (F) voltage was set at 140 V.

### Transposase-accessible chromatin sequencing analysis

The transposase-accessible chromatin sequencing (ATAC-seq) assay was performed on epidermal progenitor cells harvested 4 days after hair plucking from wild type and JunB cKO mice skin as previously described^43^. In brief, 100,000 epidermal progenitor cells were lysed in ATAC lysis buffer (10 mM Tris-HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl2, 0.1% NP-40) for 1 min followed by nuclei isolation using centrifugation at 500 × *g* for 10 min at 4 °C. The isolated nuclei were then subjected to transposition reaction with Tn5 transposase (Illumina) for 30 min at 37 °C. DNA was then isolated using Qiagen MinElute kit and subjected to PCR reaction to add the barcode using Nextera index kit (Illumina). The PCR products were then purified by 1.8x AMPure XP bead and analyzed for quality. Finally, the libraries were sequenced on Illumina NextSeq 500 using NextSeq v2 chemistry (2 × 75 cycles).

ATAC-seq analysis was performed on our results and a recently published data^11^ using the workflows described earlier^43,44^ with slight modifications. In brief, the paired end data were aligned to mouse genome (mm10) using Bowtie2 (version 2.3.0)^45^. The aligned sam files were converted to quality filtered bam file using samtools (version 1.3.1). The duplicated reads were then removed using Picards tools MarkDuplicates command (version 2.9.2). The reads of mitochondrial DNA from the quality filtered deduplicated bam files were removed using samtools idxstats command followed by conversion to bed file. As suggested earlier, the Tn5 transposase binds as a dimer and inserts two adapters separated by 9 bp, all the reads those aligned to +ve strand were offset by +4 bp, and all those reads aligned to the –ve strand were offset −5 bp using a customized bash script. The shifted bed files were next used to find the peaks using callpeak command of MACS2 (version 2.1.1). The peaks were finally annotated with annotatePeaks command and motif search were performed by findMotifsGenome command of Homer (version 4.9).

### ChIP assay

Chromatin immunoprecipitations (ChIP) were performed in epidermal progenitor cells after hair depilation using commercially available kits (truChIP Chromatin Shearing Kit Covaris and SimpleChIP kit, Cell Signaling). Briefly, 10 × 10^6^ epidermal progenitor cells were subjected to fixation, nuclei preparation and chromatin fragmentation using truChIP Chromatin Shearing Kit (Covaris). Cells were fixed with 1% formaldehyde for 10 min and chromatin shearing was done using high cell chromatin shearing protocol (PIP 75, Duty factor (%) 10, CPB 200, time 7 min) of M220 Focused-ultrasonicator (Covaris) in milliTUBE–1 ml. Sheared chromatin was then centrifuged for 15 min at 18,000 × *g* and 4 °C. Next, 10 µg of sheared chromatin from each samples were used for ChIP. In each samples excluding IgG control, 10 µl of ChIP grade JunB antibody or specific histone antibody (H3K27Me3, H3K9Me3, H3K9Ac and H3K4Me) (Cell signaling technologies) was added. In the IgG control, 10 µl of rabbit IgG was added. Thereafter both samples were incubated at 4 °C overnight with continuous rotation. Next, 30 µl of ChIP-grade protein G magnetic beads were added in each sample followed by 2 h incubation with continuous rotation at 4 °C. The beads were then washed with low and high salt buffer and chromatin was eluted from the beads with 150 µl ChIP Elution Buffer after incubating for 30 min at 65 °C. The eluted chromatin was reversed cross-links and DNA were isolated by Qiagen MinElute kit. Binding of JunB to *Notch1* and *Notch4* promoters was quantified by qPCR, where 2 µl of ChIP DNA was used per qPCR reaction. Employed ChIP primers for the detection of JunB binding to *Notch-1* and *Notch-4* promoter regions are listed in Supplementary Table 3.

### Assessment of transepidermal water loss

Transepidermal water loss (TEWL) was measured with a Tewameter TM 300 display device (Courage and Khazaka, Cologne, Germany) on the shaved mice skin.

### In silico analysis of putative JunB binding sites on the promoter regions

Searching of putative JunB/AP1 binding sites in the promoter regions of Notch genes was performed by PROMO, which uses TRANSFAC version 8.3. The sequence logo was built using weblogo command of RWeblogo package.

### Statistical calculations

Error bars represent SEM. The significance of differences between two groups was analyzed by Student’s *t*-test or one-way ANOVA, followed by Bonferroni correction for comparing the difference between more than two groups and presented as *P < 0.05, **P < 0.01, or ***P < 0.001.

## Electronic supplementary material

Supplementary Information

Peer Revies File

## Data Availability

The RNA-Seq and ATAC-Seq data used in this present study were deposited in the Gene Expression Omnibus (GEO) with accession number ‘GSE113688’ and in Sequence read archive (SRA) with accession number ‘SRP142509’, respectively.

# Supplementary material for: JunB defines functional and structural integrity of the epidermo-pilosebaceous unit in the skin
**Source:** Nat Commun. 2018 Aug 24;9:3425. doi: 10.1038/s41467-018-05726-z
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information**

**JunB defines functional and structural integrity of the epidermo-pilosebaceous unit in the skin**

**Singh et al.**

Supplementary Figure 1

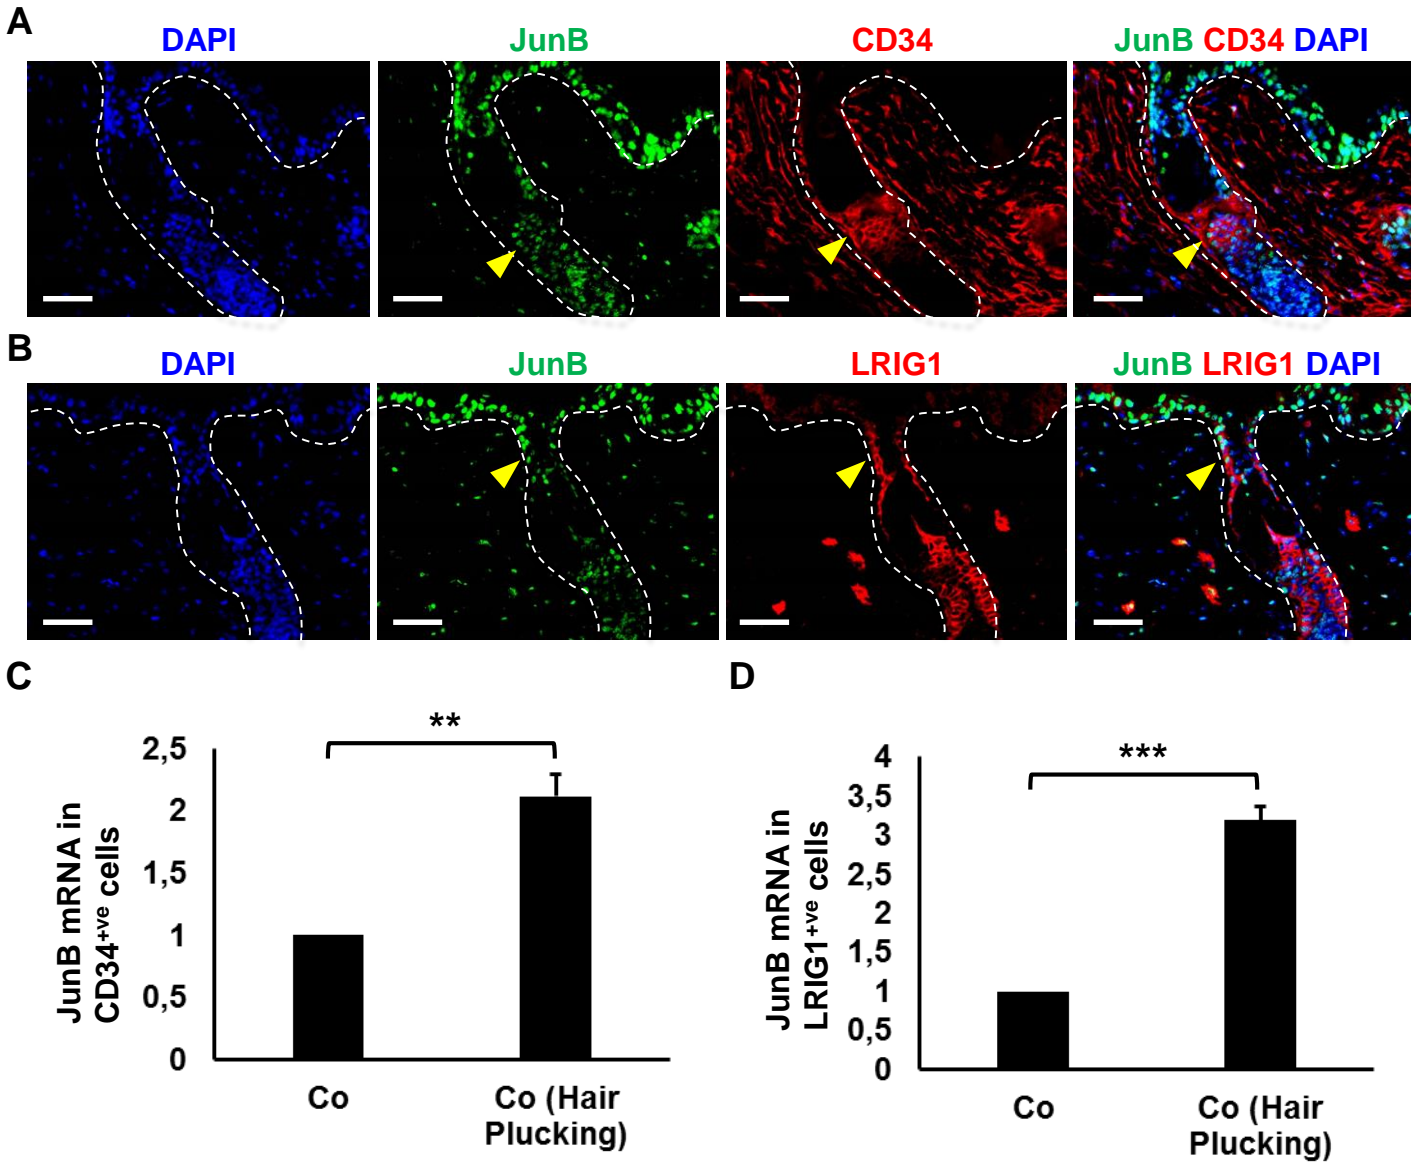

Supplementary Figure 1. Stress stimuli promote JunB expression in skin stem cells.

**(A)** Co-immunostaining of JunB (green) with the bulge stem cell markers CD34 (red) or **(B)** LRIG1 (red) indicating junctional zone stem cells in the skin of wild type mice at day 4 after hair plucking. Nuclei stained with DAPI in blue. Scale bars, 50 μm. **(C)** Quantification of JunB mRNA in FACS purified CD34<sup>+</sup> and **(D)** LRIG1<sup>+</sup> murine skin stem cells. (n = 3), \*\*p < 0.01, \*\*\*p < 0.001, t-test.

Supplementary Figure 2

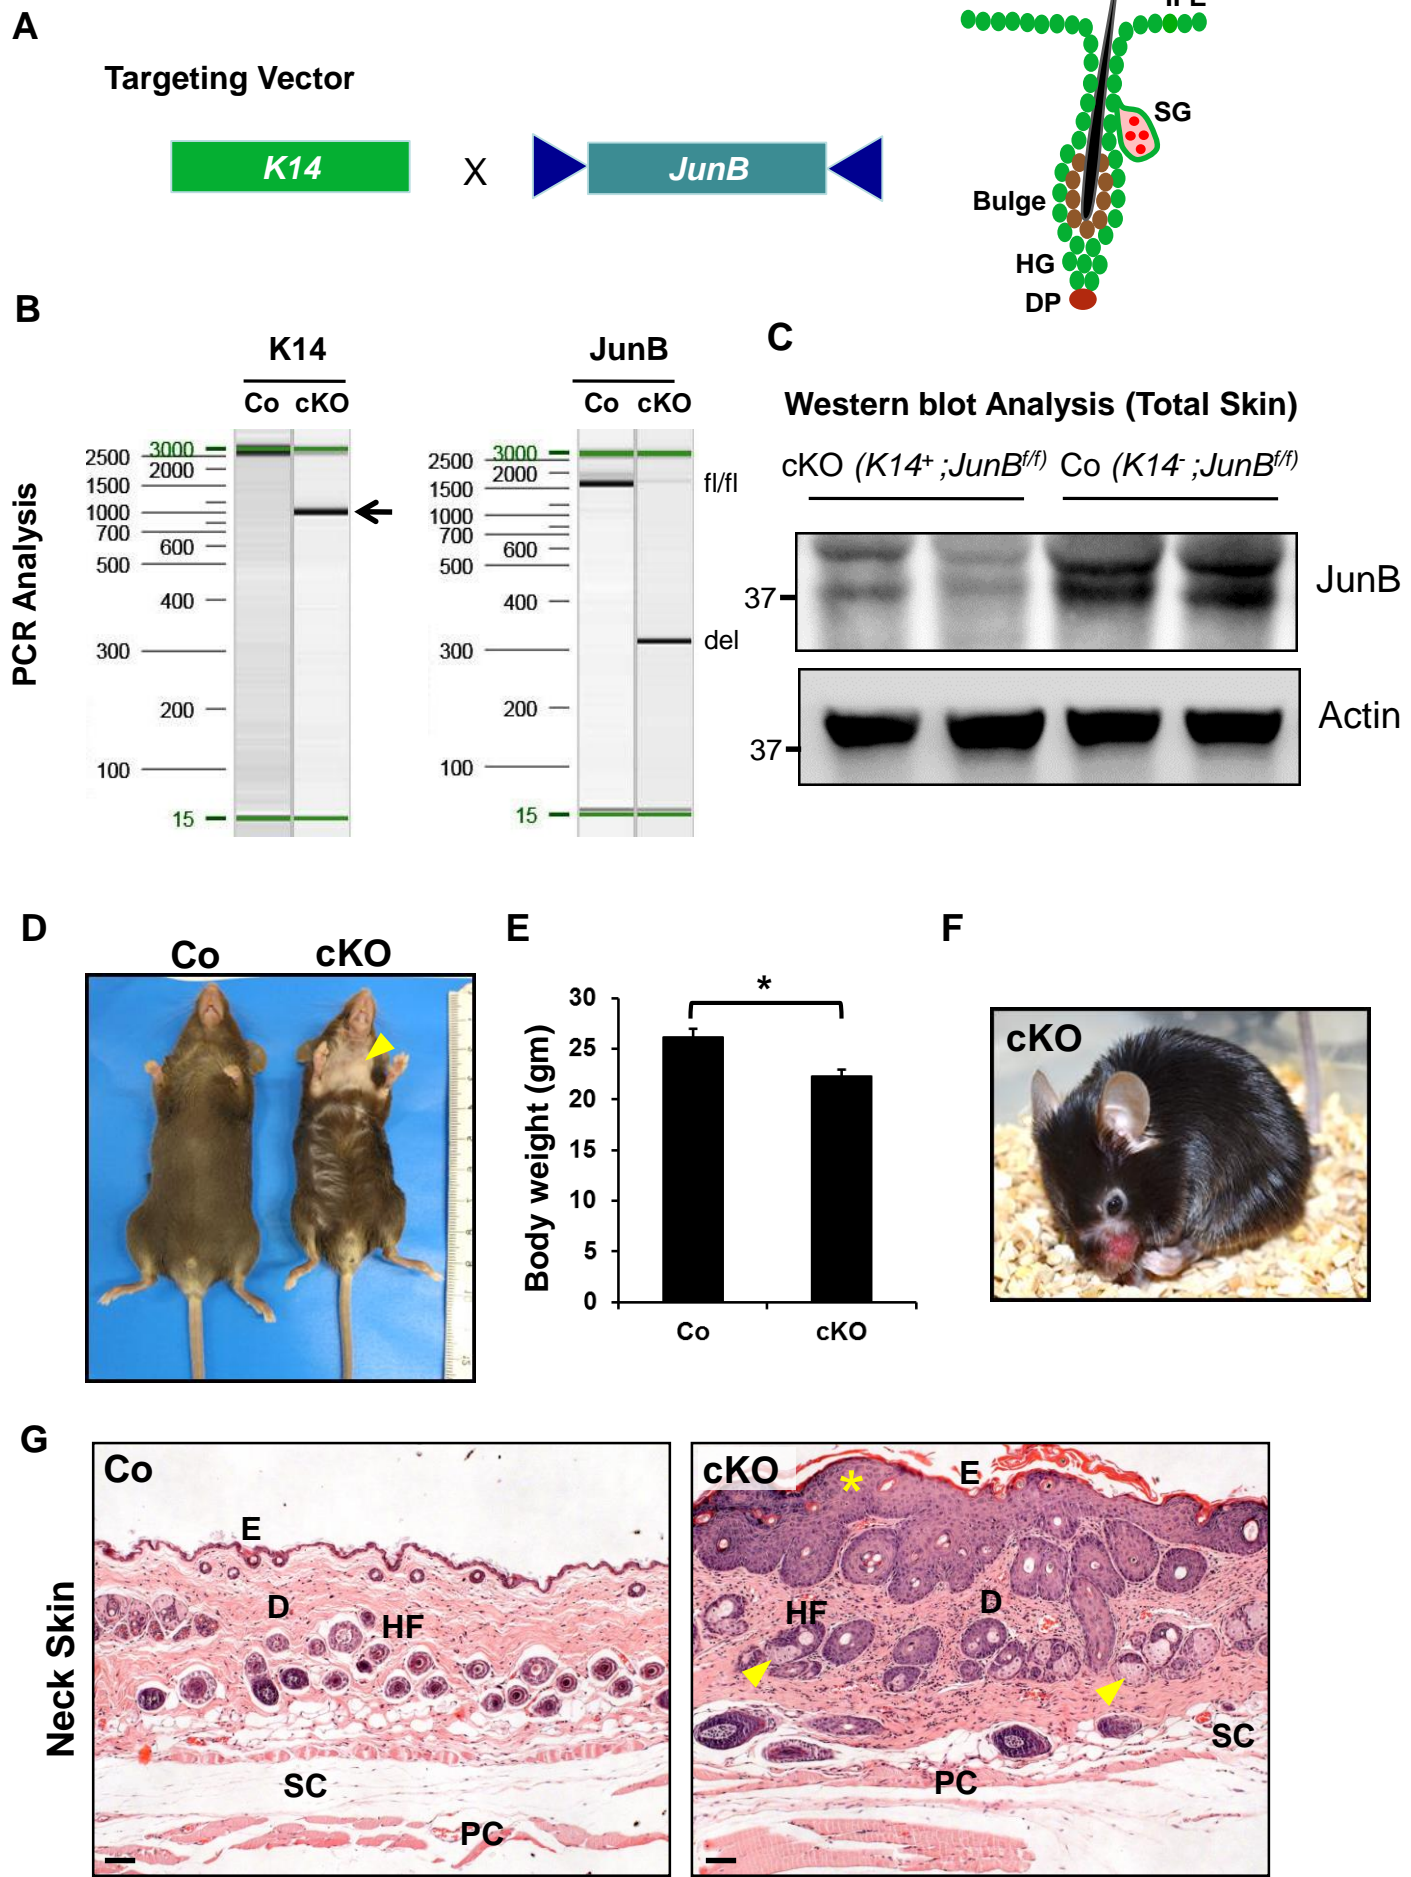

## **Supplementary Figure 2. JunB cKO mice display reduced body weight and enhanced inflammation.**

**(A)** Cartoon depicting targeting strategy employed to generate basal (K14 promoter) epidermal progenitor cells specific JunB cKO mice. **(B)** PCR results demonstrating successful deletion of JunB in basal epidermal progenitors. **(C)** Western blot analyses confirming JunB deletion in skin. **(D)** Representative clinical picture depicting the abdominal site of 12 weeks old wild type mice (Co) and basal epidermal progenitors-specific JunB cKO mice (cKO). The cKO mice depict alopecia in the upper breast and neck area (yellow triangle) **(E)** Graph displaying body weight of JunB cKO and wild type mice. (n = 5). \*p < 0.05, t-test. **(F)** Clinical picture showing itching behavior of JunB cKO mouse with a facial dermatitis-like pathology. **(G)** Representative hematoxylin and eosin (HE) photomicrographs of neck skin from JunB cKO and wild type mice. Note epidermal (asterix) and sebaceous gland hyperplasia (arrow heads) and an inflammatory cellular infiltrate in the neck skin from JunB cKO mirroring human seborrheic dermatitis. Scale bars 50µM. E, epidermis; D, dermis; HF, hair follicle; SG, sebaceous gland SC, subcutaneous layer; PC, panniculus carnosus.

Supplementary Figure 3

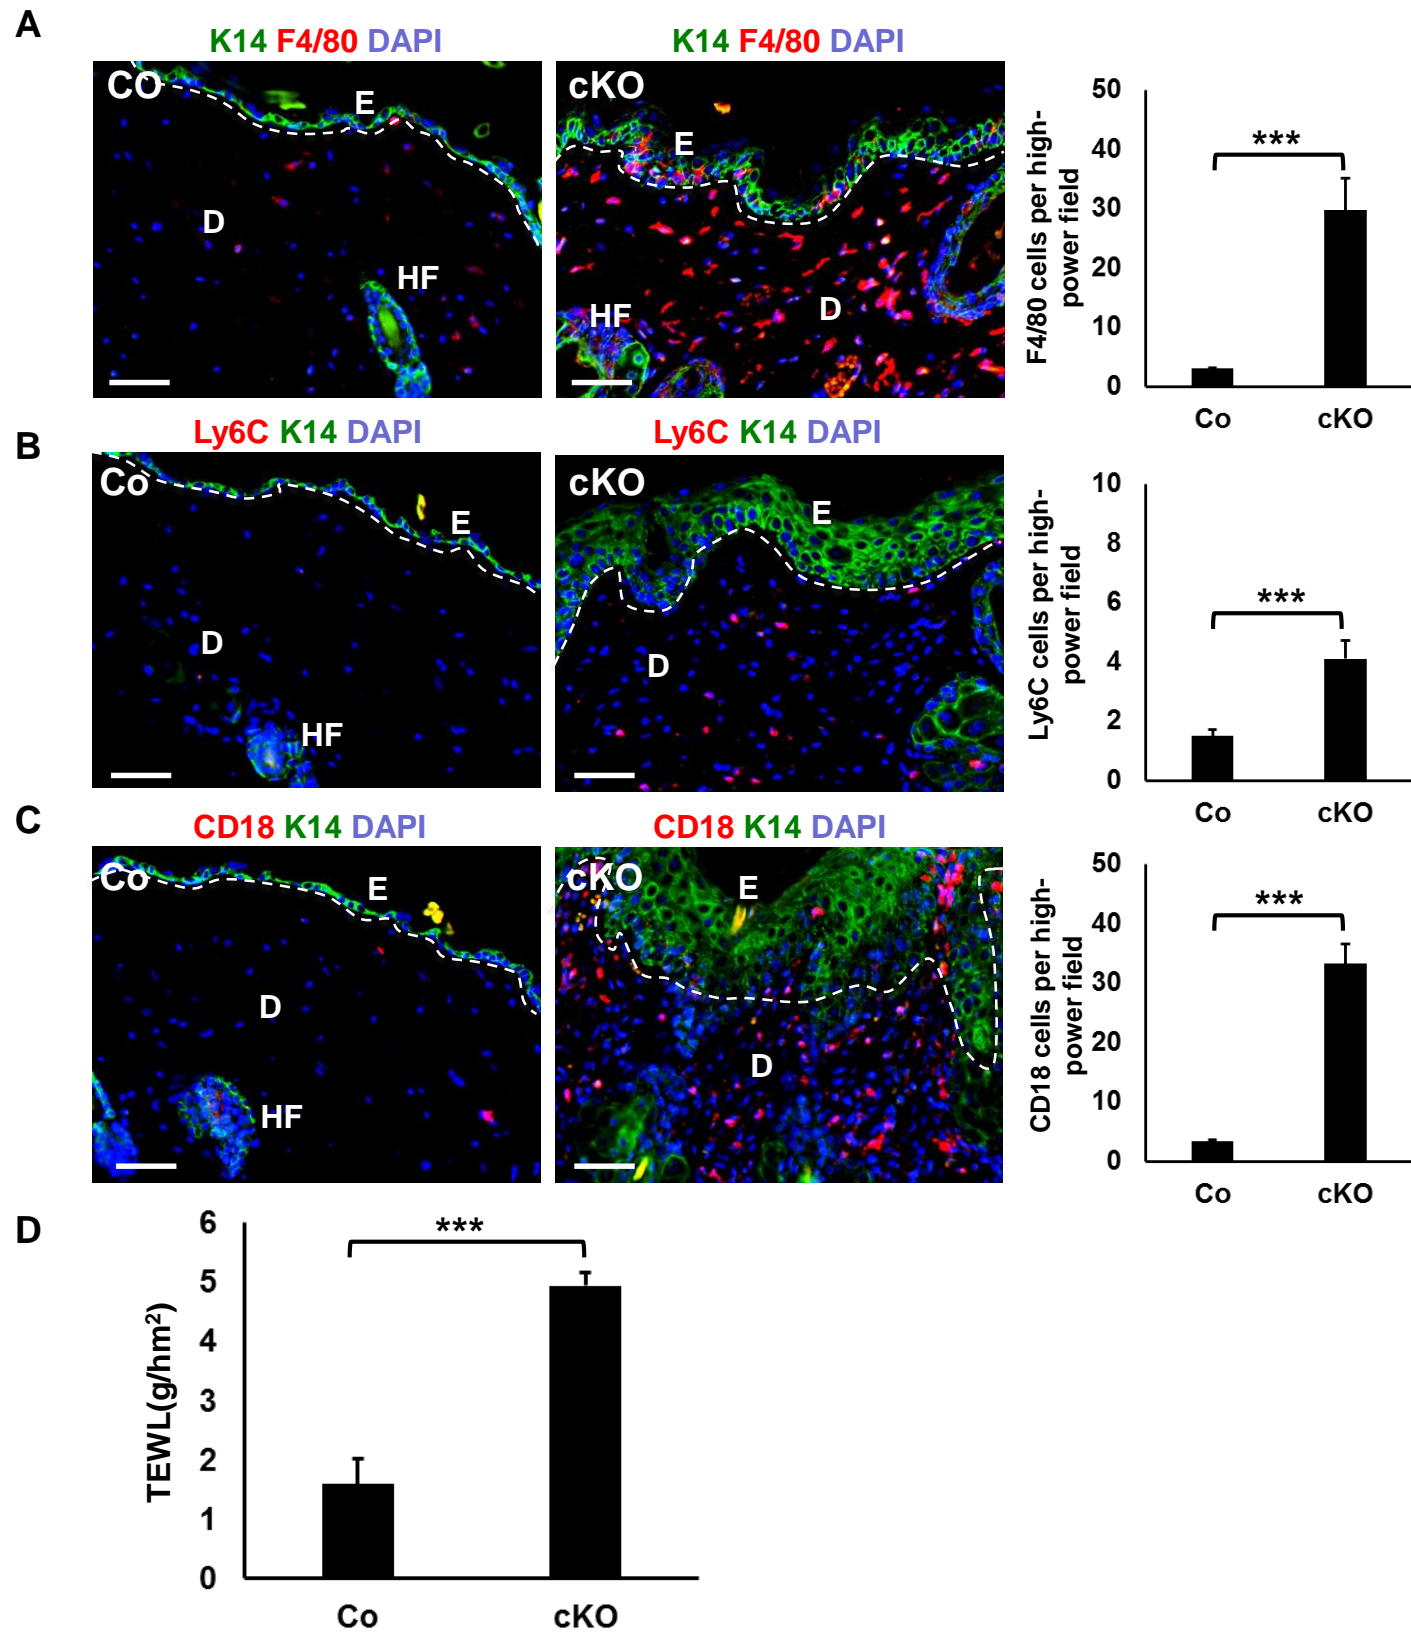

### Supplementary Figure 3. Enhanced inflammatory infiltrate in JunB cKO skin.

**(A)** Immunostaining and quantification of macrophage marker F4/80 (red) and K14 (green) in neck skin from wild type and JunB cKO mice. Nuclei stained with DAPI in blue. Scale bars, 50  $\mu\text{m}$ . \*\*\* $p < 0.001$ , t-test ( $n = 3$ ). **(B)** Immunostaining and quantification of neutrophil marker Ly6C (red), indicative of neutrophils, and K14 (green) in neck skin from wild type and JunB cKO mice. Nuclei stained with DAPI in blue. Scale bars, 50  $\mu\text{m}$ . \*\*\* $p < 0.001$ , t-test ( $n = 3$ ). **(C)** Immunostaining and quantification of pan leukocyte marker CD18 (red) and K14 (green) in neck skin from wild type and JunB cKO mice. Nuclei stained with DAPI in blue. Scale bars, 50  $\mu\text{m}$ . \*\*\* $p < 0.001$ , t-test ( $n = 3$ ). E, epidermis; D, dermis; HF, hair follicle. **(D)** Measurement of TEWL, which is inversely related to epidermal barrier function, on the back skin of JunB cKO mice was significantly enhanced as opposed to wild type mice ( $n=3$ ), \*\*\* $p < 0.001$ , t-test.

## Supplementary Figure 4

**A**

## Uninjured Dorsal Skin

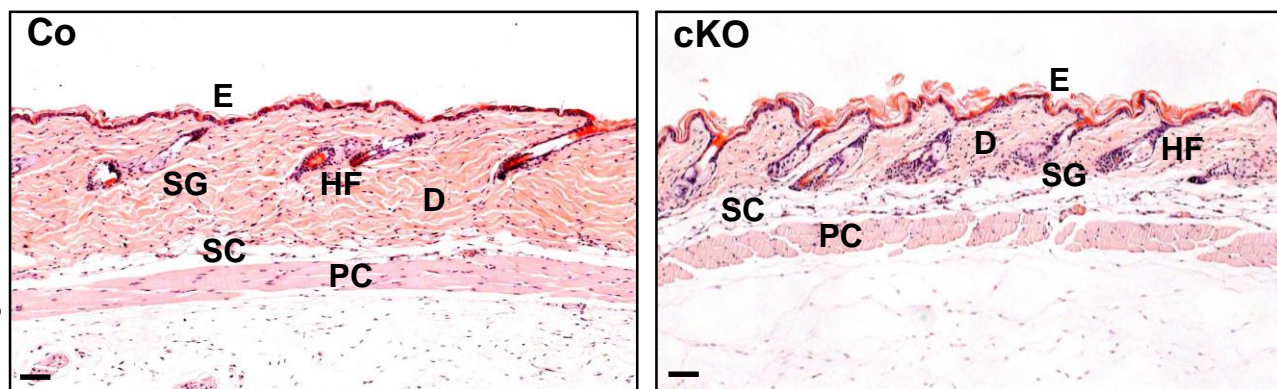

# B

## Tail Epidermal Wholemout

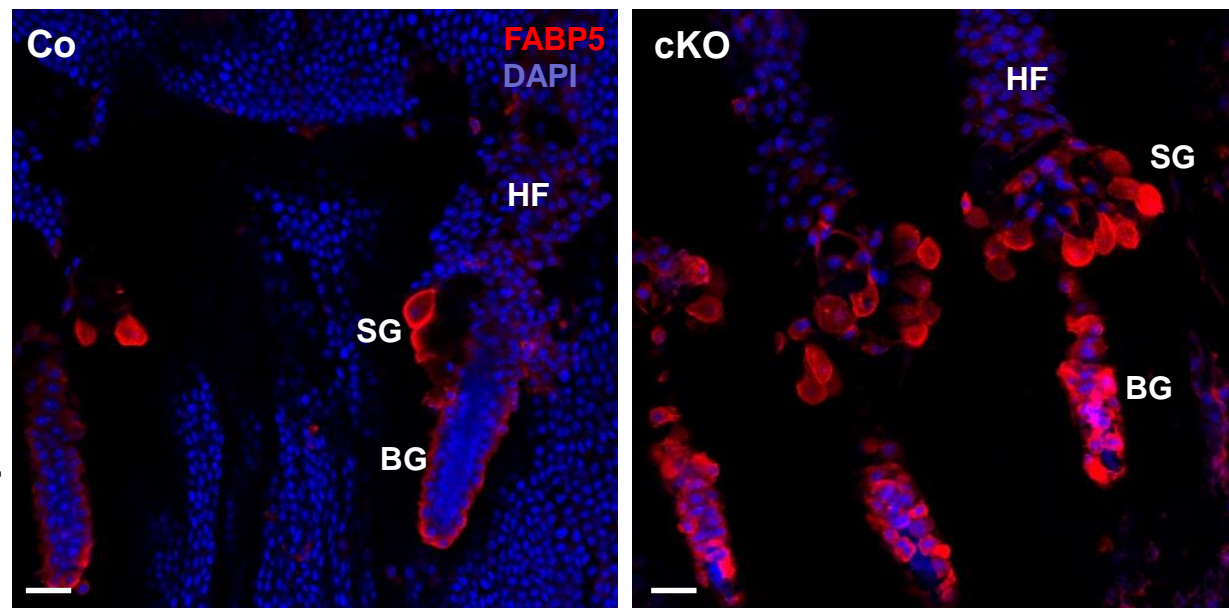

**C**

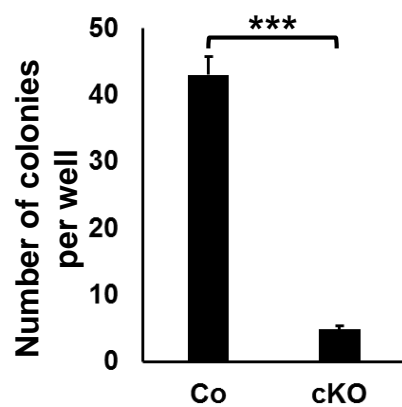

D

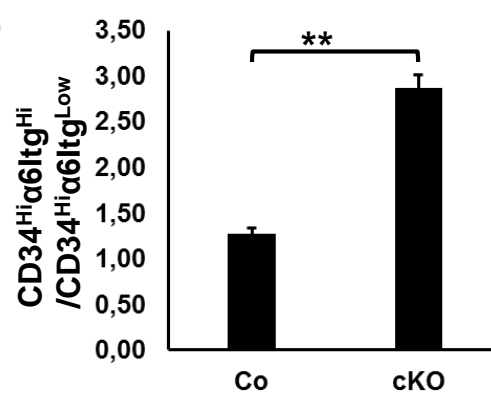

#### **Supplementary Figure 4. JunB regulates differentiation of epidermal stem cells.**

**(A)** Representative H&E microphotographs shows skin histology of unperturbed dorsal skin of JunB cKO and wild type mice. Scale bars, 50  $\mu$ m. E, epidermis; D, dermis; HF, hair follicle; SG, sebaceous gland; SC, subcutaneous layer; PC, panniculus carnosus. Scale bars, 50  $\mu$ m. **(B)** Confocal images of whole mount tail epidermis demonstrating enlarged sebaceous glands marked with FABP5 (red) in JunB cKO compared to wild type mice. Nuclei stained with DAPI in blue. Scale bars, 50  $\mu$ m. **(C)** Quantification of HFSCs colonies depicted in Figure 2C. \*\*\*p < 0.001, t-test (n = 3). **(D)** Ratio of undifferentiated (P2) to differentiated (P1) hair follicle stem cell ( $CD34^{+ve}\alpha 6Itg^{Hi} / CD34^{+ve}\alpha 6Itg^{Low}$ ) indicated in Figure 2D. \*\*p < 0.01, t-test (n = 3).

Supplementary Figure 5

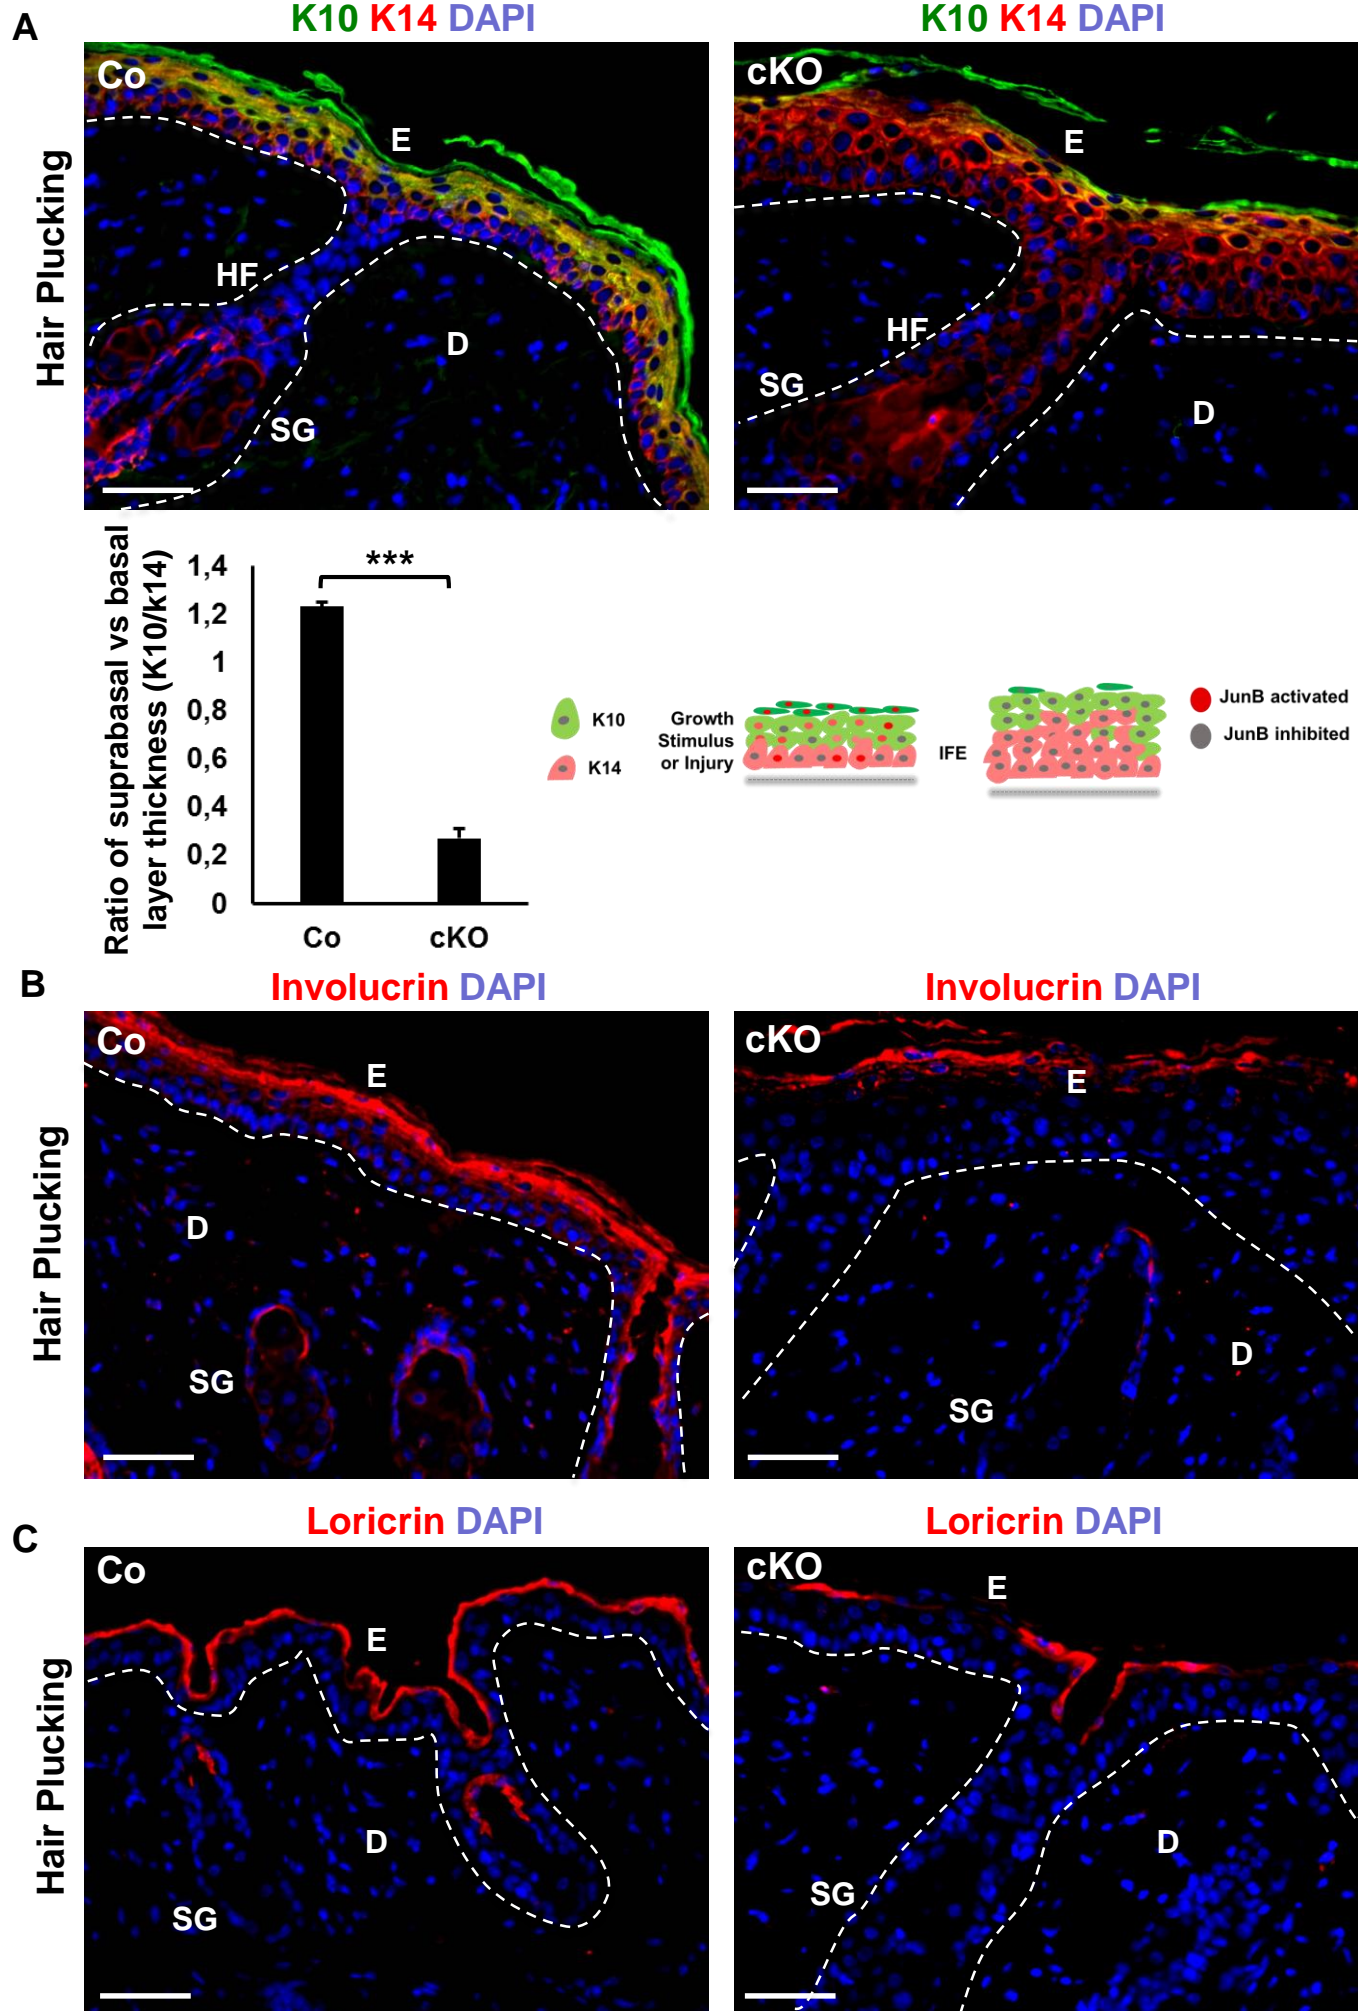

**Supplementary Figure 5. Impaired terminal differentiation of epithelial cells in JunB cKO mice.**

**(A)** Representative microphotographs with immunostaining of the keratinocyte differentiation marker K10 (green) and the keratinocyte non-differentiation marker K14 (red), in JunB cKO and wild type mice skin. Nuclei stained with DAPI in blue. Scale bars, 50  $\mu$ m. The ratio of the suprabasal to basal layers thickness from JunB cKO and wild type mice skin is depicted in graph. \*\*\* $p < 0.001$ , t-test ( $n = 3$ ). **(B)** Immunostaining of late differentiation markers Involucrin (red) and **(C)** Loricrin (red) in the cornified envelope of JunB cKO and wild type mice skin. Nuclei stained with DAPI in blue. Scale bars, 50  $\mu$ m.

Supplementary Figure 6

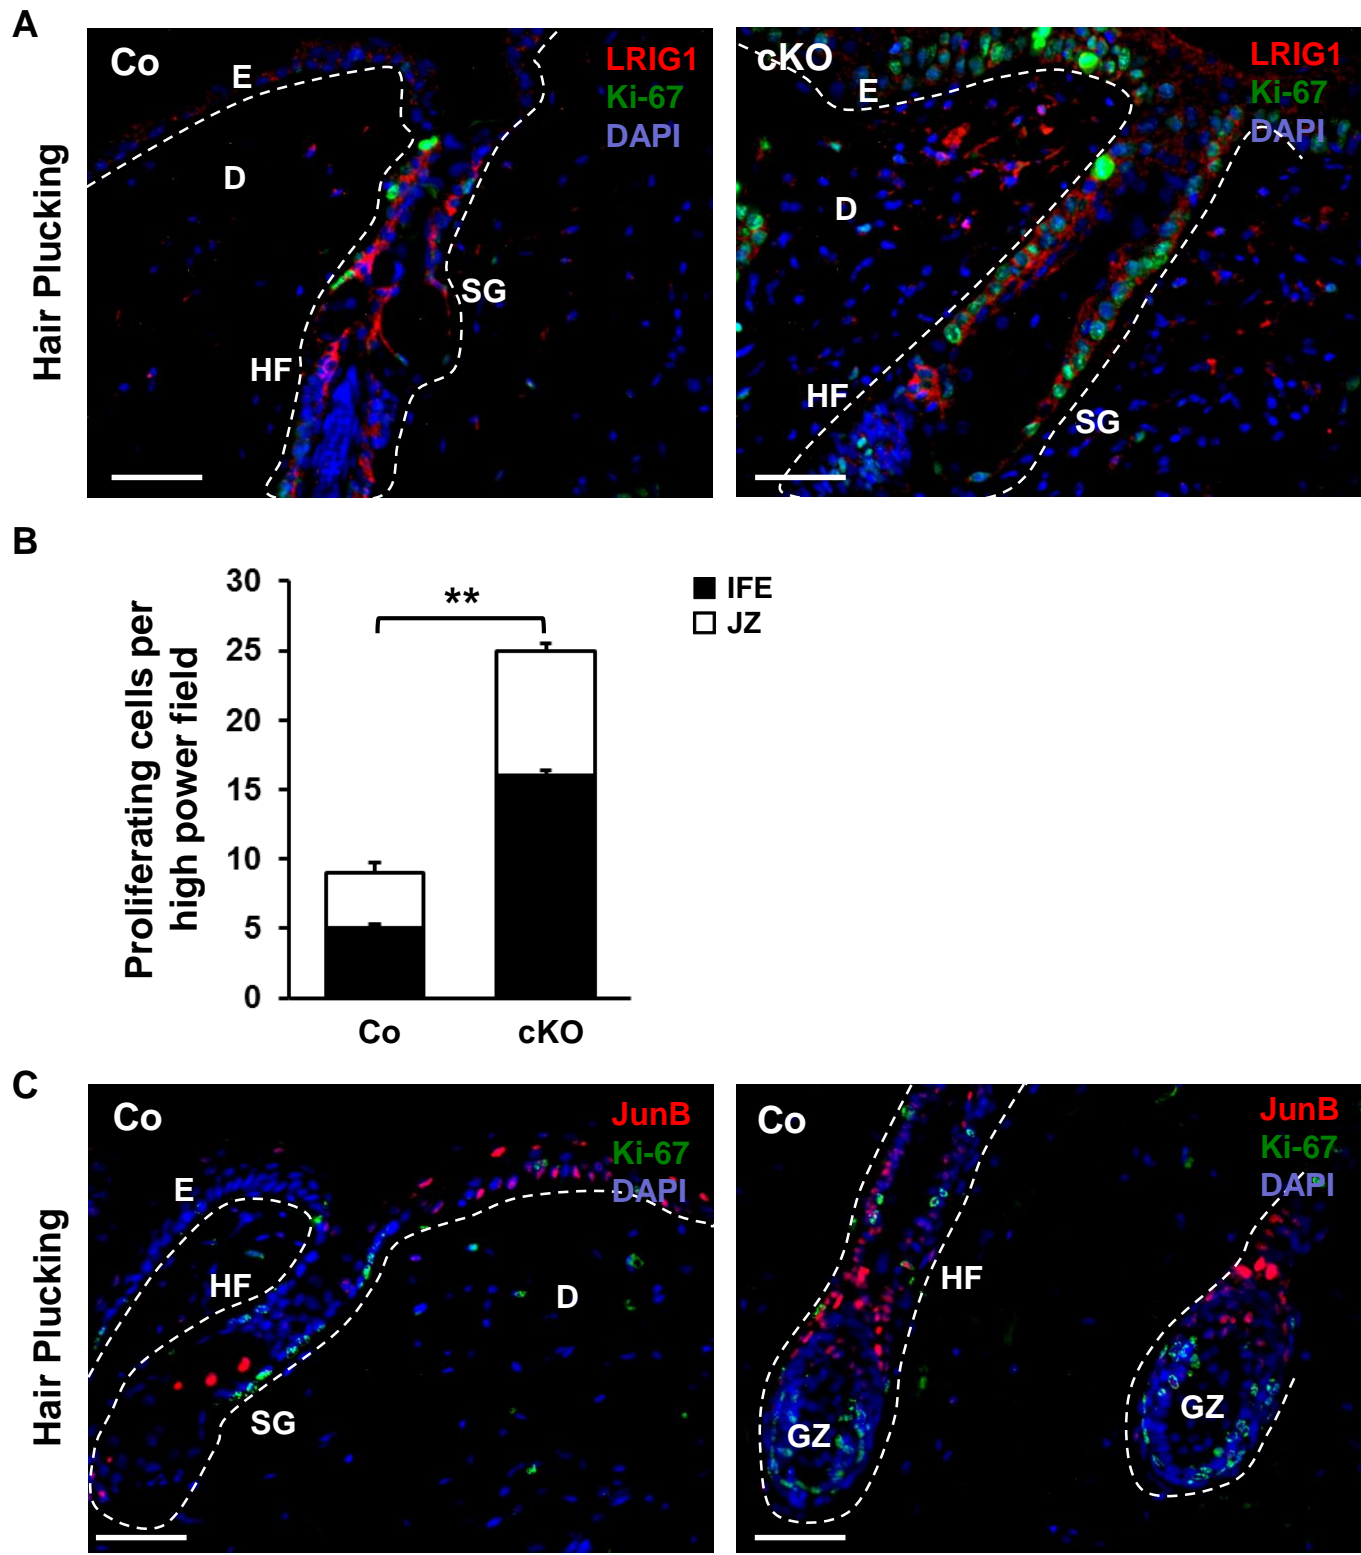

### **Supplementary Figure 6. JunB restricts hyperproliferation of epidermal progenitors.**

**(A)** Representative photomicrographs of double immunostaining of Ki-67 (green) and LRIG1 (red), indicative of putative sebocyte progenitors. **(B)** Quantitative assessment revealed enhanced proliferation of interfollicular epidermal (IFE) keratinocytes and junctional zone (JZ) sebocyte progenitors marked with LRIG1 following hair plucking-induced growth in JunB cKO compared to wild type skin.  $**p < 0.01$ , t-test ( $n = 3$ ). **(C)** Double immunostaining of Ki-67 (green) and JunB (red) following proliferation induction triggered by hair plucking in wild type skin. Note that JunB predominantly marks non-proliferating cells. Nuclei stained with DAPI in blue. Scale bars, 50  $\mu\text{m}$ . E, epidermis; D, dermis; HF, hair follicle; SG, sebaceous gland; GZ, growth zone.

Supplementary Figure 7

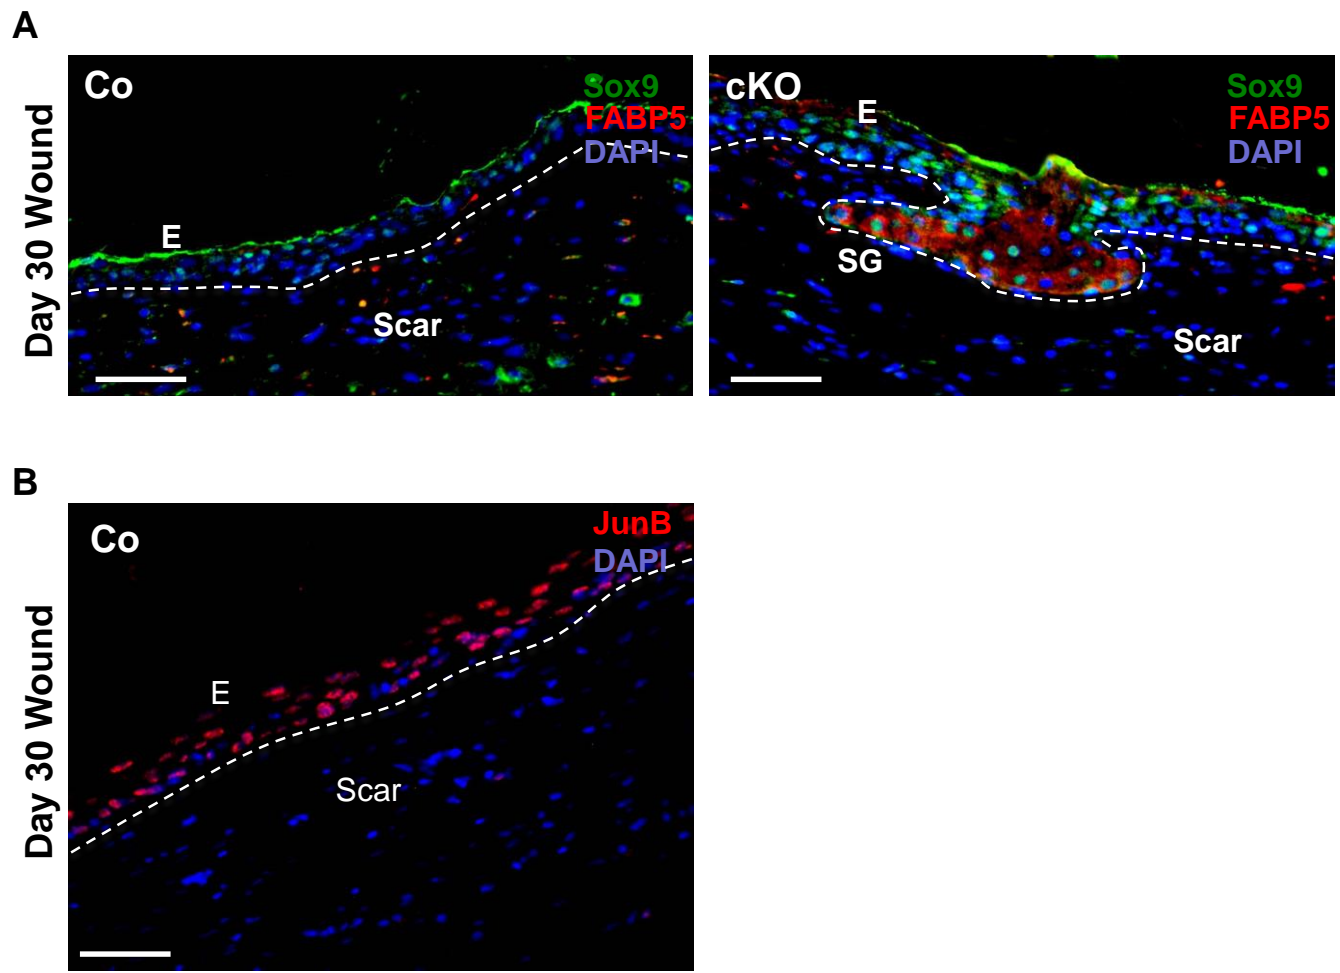

**Supplementary Figure 7. Transcription factors maintain skin homeostasis.**

**(A)** Immunostaining of skin for the hair follicle stem cell marker Sox9 (green) and FABP5 (red) marking sebaceous glands in regenerating wound epidermis from wild type and JunB cKO mice. Nuclei stained with DAPI in blue. **(B)** Immunostaining of JunB (red) in epithelial cells residing in regenerating scar epidermis from wild type mice. Nuclei stained with DAPI in blue. E, epidermis; SG, sebaceous gland. Scale bars, 50 μm.

Supplementary Figure 8

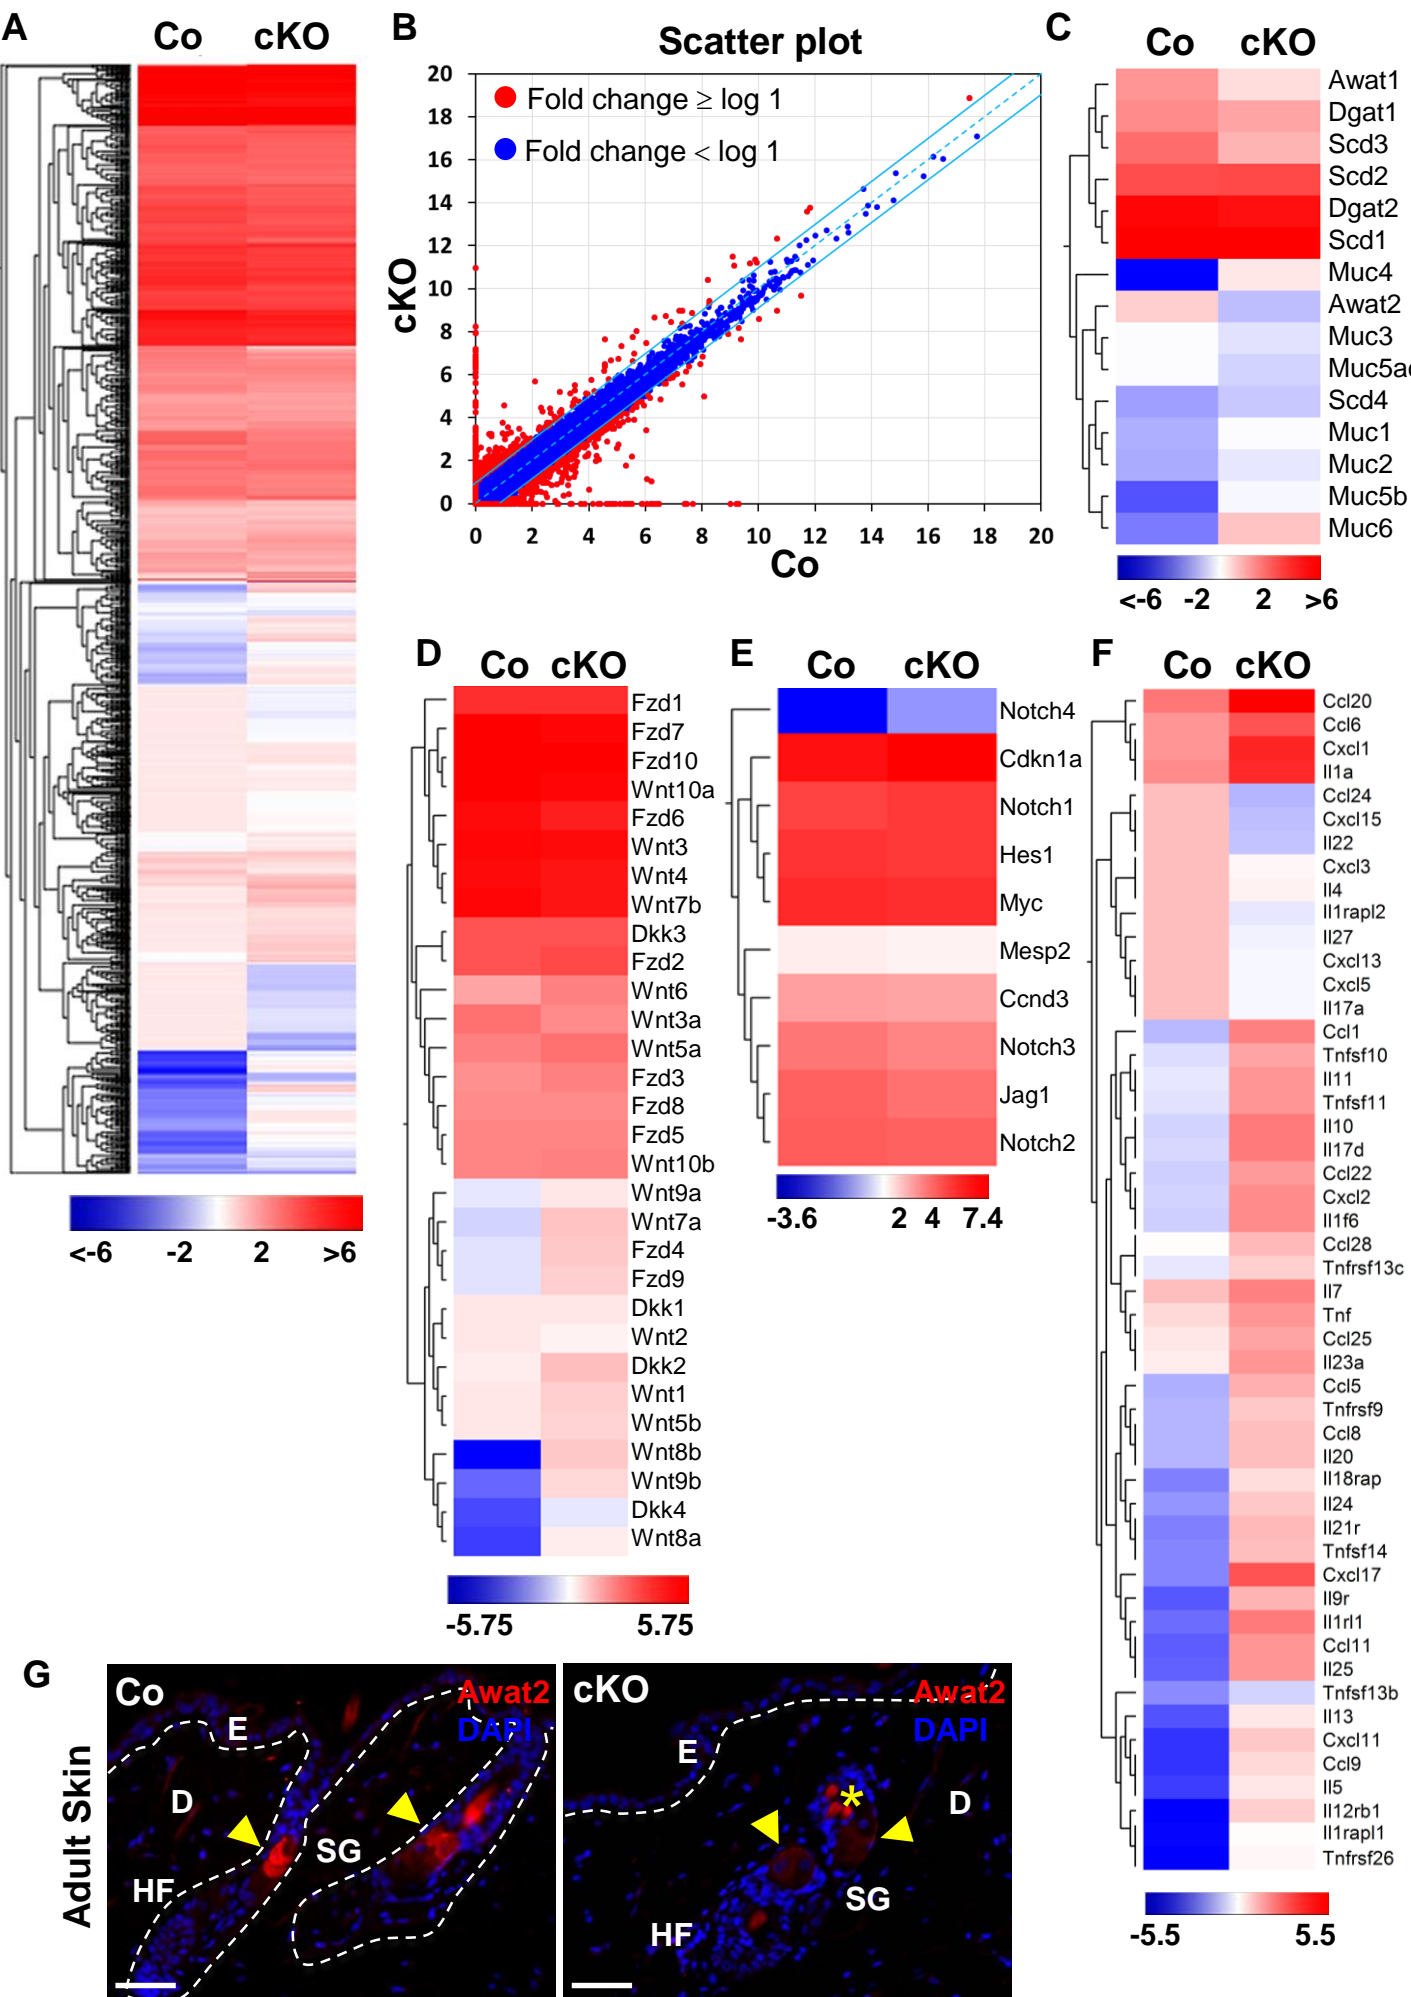

**Supplementary Figure 8. JunB deficiency altered global transcriptome in unperturbed skin.**

**(A)** Heatmap depicting transcriptome profiling of samples (n=3) from unperturbed co and JunB cKO skin. The color reflects the log<sub>2</sub> scale of relative expression as in the case of Figure (A, C, D, E and F). **(B)** Scatter plot displays the distribution of significantly altered genes derived from independent preparations (n=3) of unperturbed wild type (Co) and JunB cKO skin (cKO). Red color depicts significantly changed genes (2 fold), while blue color denotes unchanged expression of genes. **(C)** Heatmap depicting expression of genes involved in fat metabolism of sebaceous glands, **(D)** Wnt signaling, **(E)** Notch signaling and **(F)** inflammatory processes from co and JunB cKO skin. **(G)** Representative microphotographs with immunostaining of Awat2 (red), an enzyme essential for wax synthesis, in JunB cKO and wild type mice skin. 

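The ends of the heatmap scales were compared with log2 of FPKM without a pseudocount. In the unperturbed table the lowest log2 FPKM among the Notch genes was -3.59, that of Notch4 in wild type, and the highest was 7.42, that of Cdkn1a in JunB cKO. The lowest among the Wnt genes was -5.746, that of Wnt8b in wild type, and the highest 4.86. Among the inflammatory genes, the lowest was -5.55 and the highest 3.32. The highest values of the Wnt and the inflammatory genes lay below the upper ends of their scales. A gene listed at an FPKM of 0 has no log2 value.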

Asterisk indicates hair shaft autofluorescence. Nuclei stained with DAPI in blue. Scale bars, 50  $\mu$ m. E, epidermis; D, dermis; HF, hair follicle; SG, sebaceous gland.

Supplementary Figure 9

A

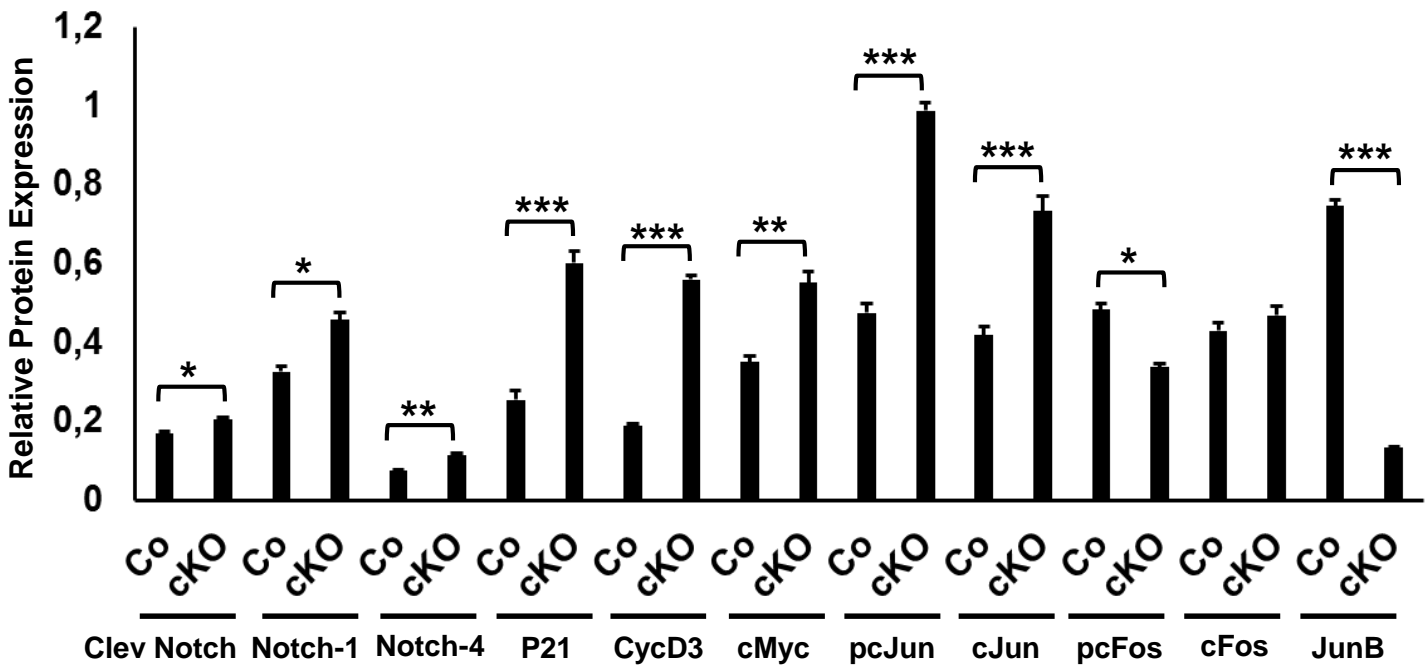

B

ATAC-seq *de novo* motifs in JunB cKO

High expressed gene sets

| Factor     | Motif | P-value | % of Targets |
|------------|-------|---------|--------------|
| E2F        |       | 1e-2385 | 0.79%        |
| BORIS(Zf)  |       | 1e-1781 | 1.73%        |
| Zfx        |       | 1e-1515 | 0.39%        |
| Sp5(Zf)    |       | 1e-1009 | 0.29%        |
| AP1        |       | 1e-944  | 1.96%        |
| Zfp161     |       | 1e-891  | 1.82%        |
| CCAAT-box  |       | 1e-833  | 0.31%        |
| CEBP/Sp100 |       | 1e-755  | 0.39%        |
| Klf        |       | 1e-595  | 0.24%        |
| Sp/E2F     |       | 1e-298  | 0.42%        |

Low expressed gene sets

| Factor     | Motif | P-value  | % of Targets |
|------------|-------|----------|--------------|
| HINFP/MIZF |       | 1e-12236 | 4.38%        |
| CTCF       |       | 1e-12022 | 4.33%        |
| Zic(Zf)    |       | 1e-9192  | 3.59%        |
| SOX9/SOX10 |       | 1e-8932  | 3.52%        |
| AP1        |       | 1e-8336  | 5.74%        |
| PRDM1      |       | 1e-7893  | 3.24%        |
| TP53       |       | 1e-6363  | 3.60%        |
| Tcf/GATA   |       | 1e-5755  | 5.01%        |
| Smad       |       | 1e-5210  | 3.19%        |
| Ets1       |       | 1e-3627  | 3.10%        |

C

Enrichment of AP1 motifs in ATAC-seq peaks

| Cell type                 | Motif        |              | P-value  | % of Targets |
|---------------------------|--------------|--------------|----------|--------------|
|                           | Forward logo | Reverse logo |          |              |
| Epidermal stem cell       |              |              | 1e-5178  | 15.31%       |
| Hair follicular stem cell |              |              | 1e-146   | 4.73%        |
| Wound tissue              |              |              | 1e-13162 | 24.55%       |

**Supplementary Figure 9. AP-1 family transcription factors regulate skin homeostasis.**

**(A)** Quantification of Western blots are highlighted in Figure 6E. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , t-test ( $n = 3$ ). **(B)** *De novo* motif analyses of ATAC-seq peaks in JunB cKO primary epidermal progenitor cells isolated 4 days post hair plucking from skin. The motifs were analyzed in highly expressed gene sets and low expressed gene sets separately. **(C)** Motif analysis depicting substantial enrichment of AP-1 motifs in wound conditions compared to those from homeostatic epidermal and hair follicle stem cells (This analysis was performed using previously deposited ATAC-seq data GEO:GSE89928 from Ge *et al.*).

## Supplementary Figure 10

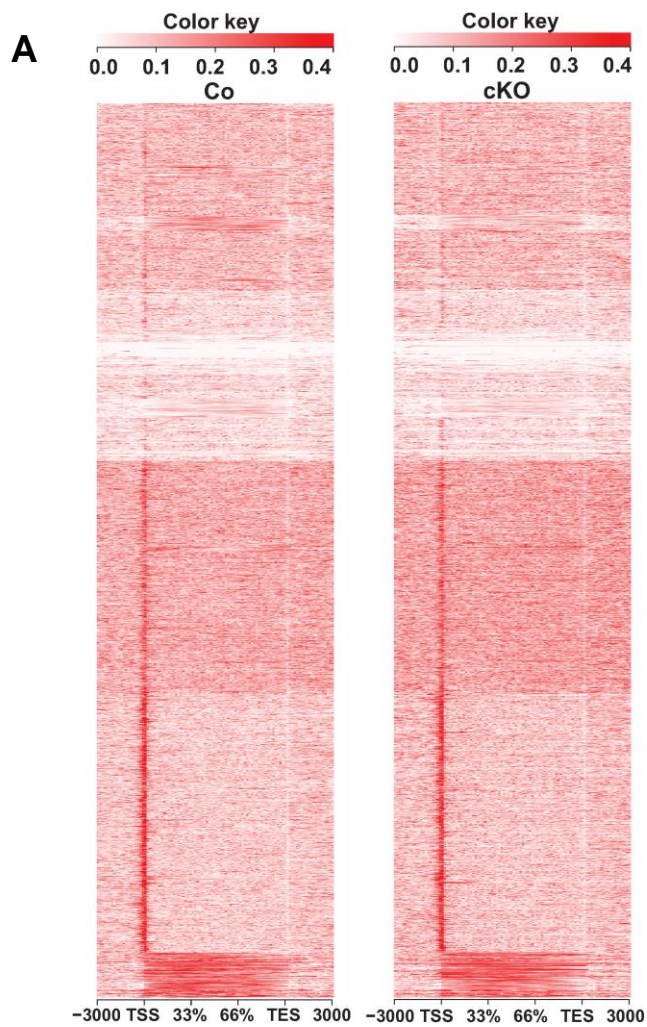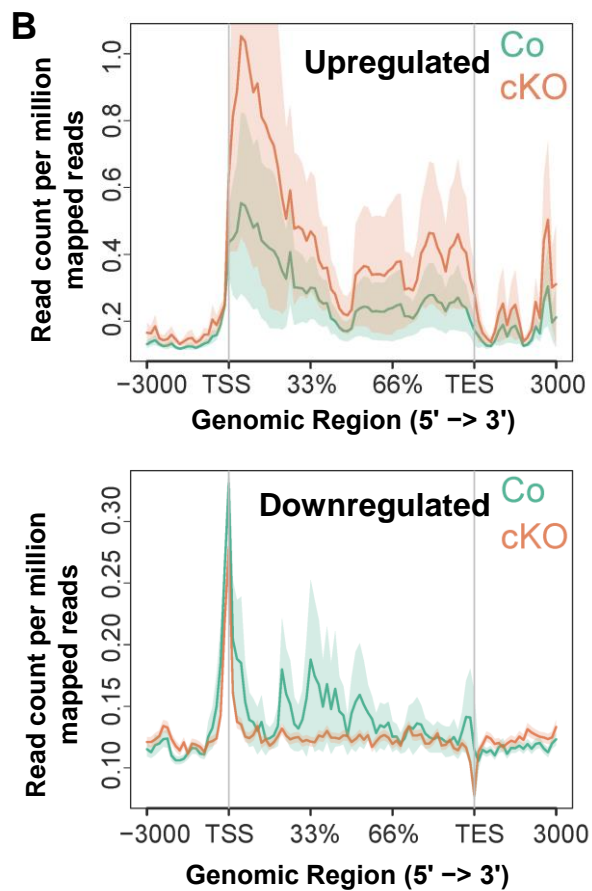

**C** AP1 binding sites in promoter regions (-2000 to +100 of TSS)

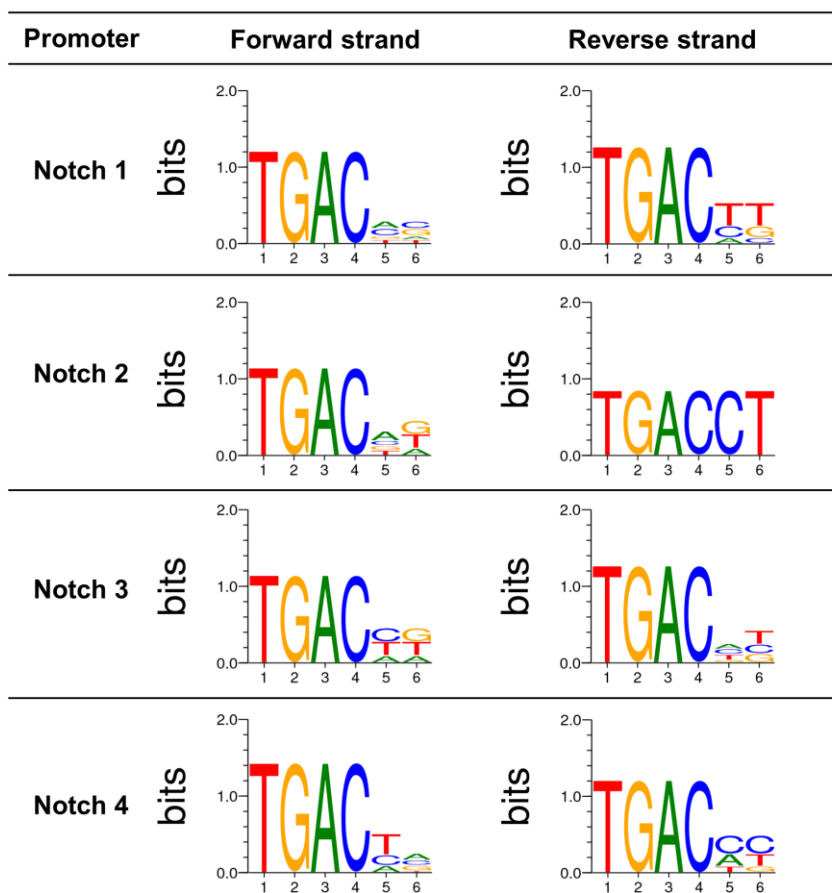

### **Supplementary Figure 10. JunB directly interacts with promoters of Notch genes.**

**(A)** Heatmap displaying distribution of ATAC-seq signals over genomic region in basal epidermal progenitor cells harvested from wild type and JunB cKO epidermal progenitor cells. **(B)** The distribution of chromatin accessibility (ATAC-seq signals) across the gene body of upregulated and downregulated gene sets in JunB cKO (compared with control) primary epidermal progenitor cells isolated 4 days post hair plucking from skin. **(C)** *In-silico* analysis displays potential JunB binding sites in the promoter region of Notch family genes.

Supplementary Figure 11

A

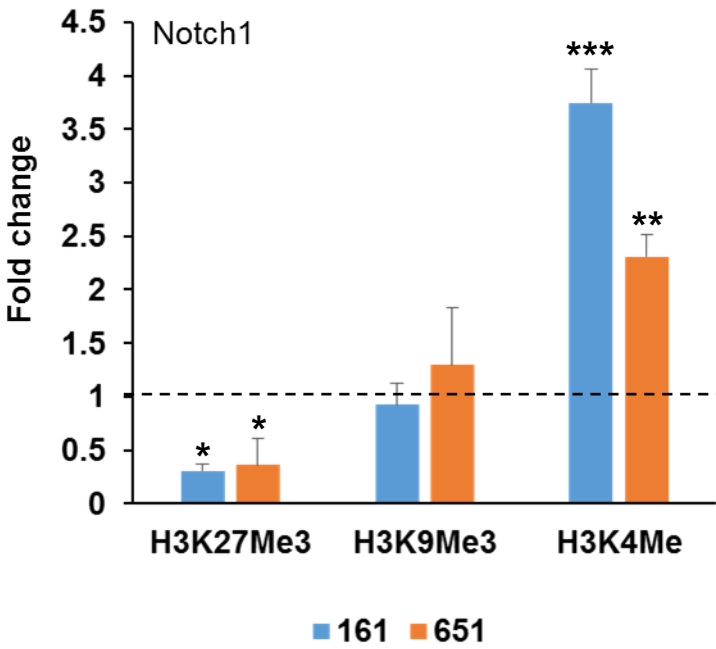

B

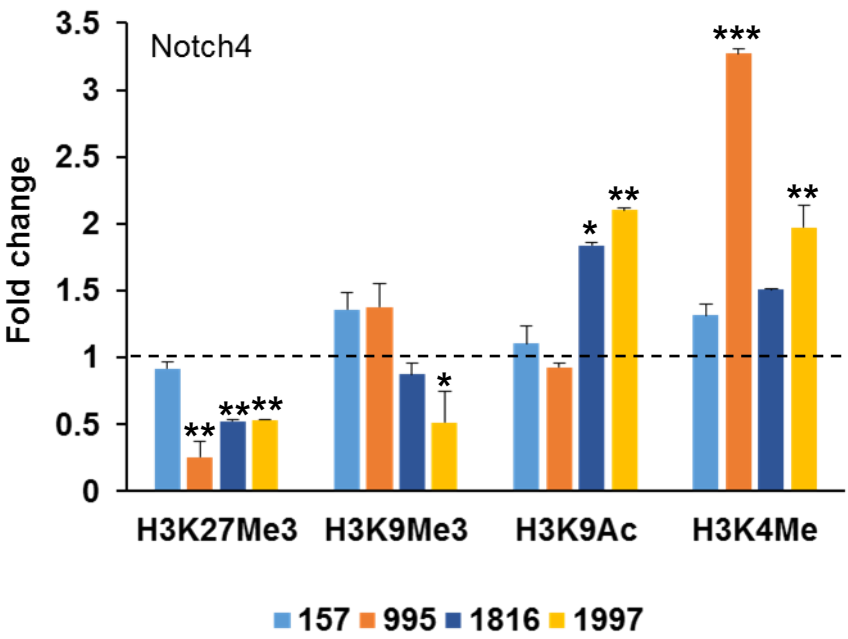

C

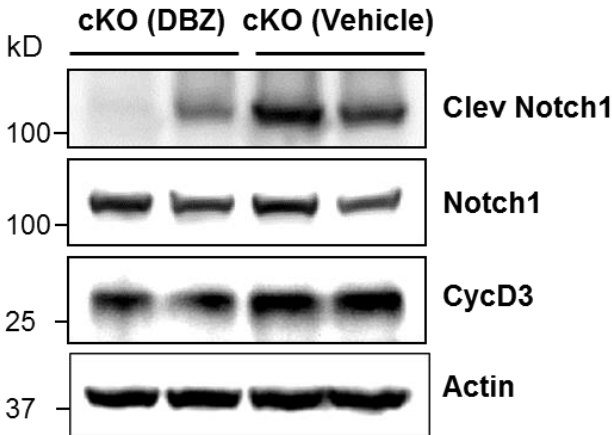

### **Supplementary Figure 11. JunB act as a repressor of Notch signaling.**

**(A)** ChIP-qPCR assay depicts the association of a reduction in repressive histone marks (H3K27Me3 and H3K9Me3) and a gain of active histone marks (H3K9Ac and H3K4Me) within the promoter region of the Notch1 and **(B)** the Notch4 gene in cKO as opposed to control basal epidermal progenitor cells. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , t-test ( $n = 3$ ). Bar represents relative position of JunB/AP1 sites in respective promoters. **(C)** Western blot analysis of key Notch pathway proteins in vehicle or Notch inhibitor (DBZ) treated mice skin.

**Supplementary Figure 12**

**Clev Notch1**

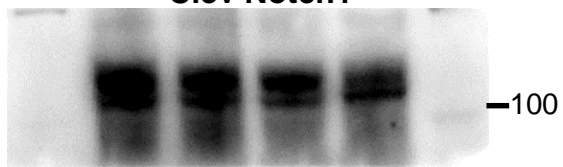

**Notch2**

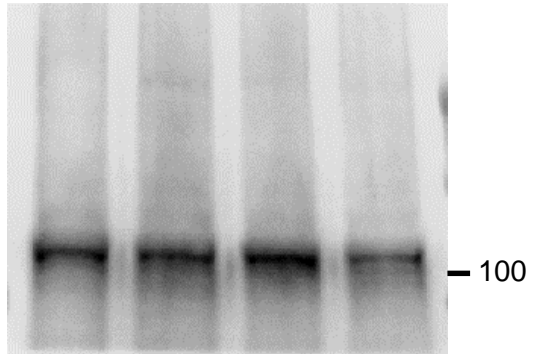

**cMyc**

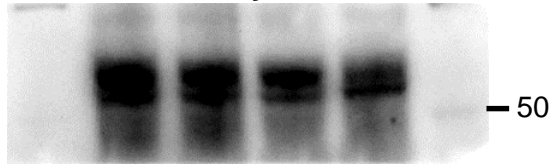

**Cyclin D3**

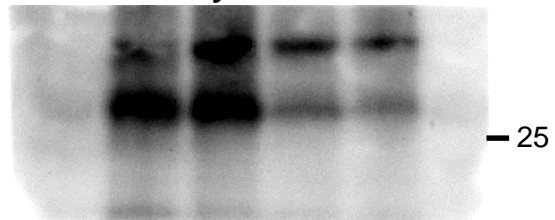

**cJun**

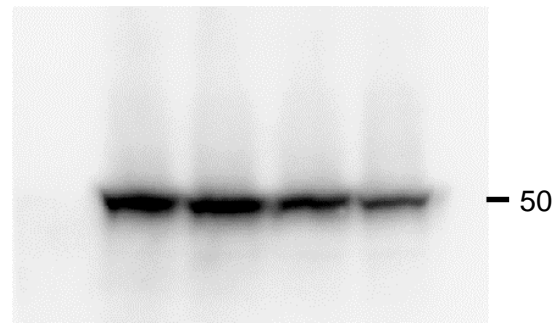

**pc-Fos**

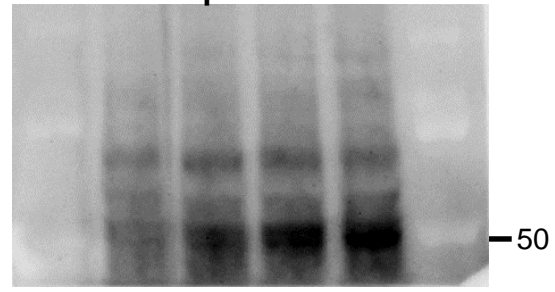

**Notch1**

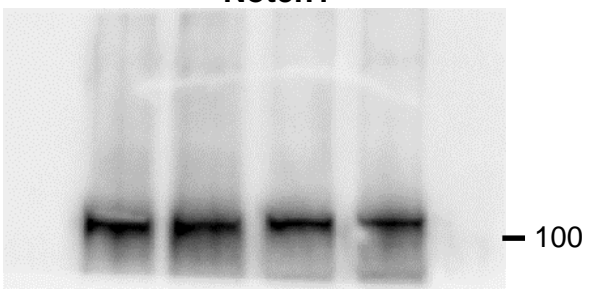

**Jag1**

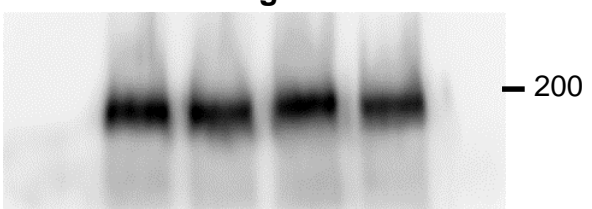

**p21**

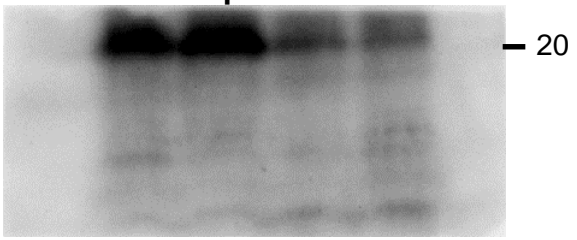

**JunB**

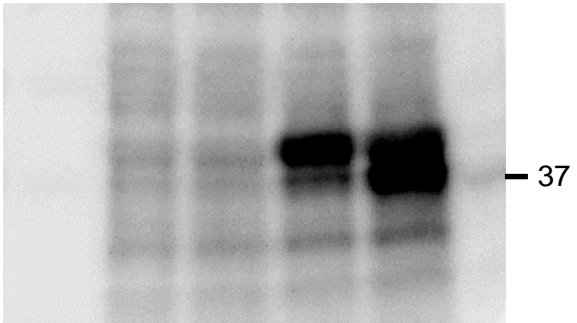

**pcJun**

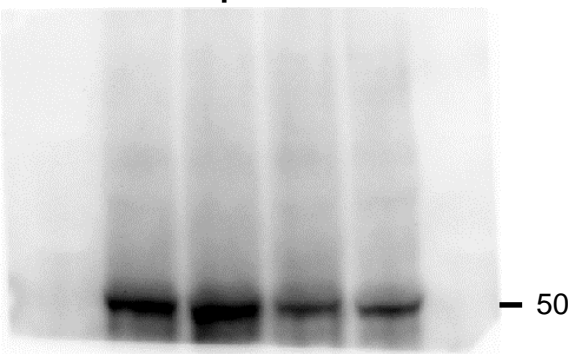

**Actin**

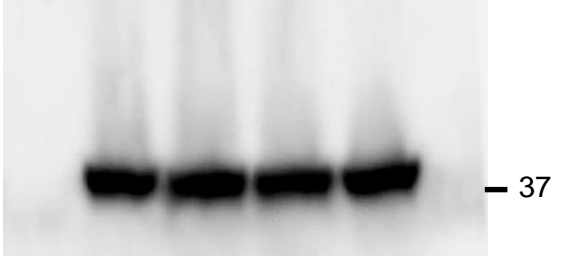

**Supplementary Figure 12. Western blot analyses of Notch pathway and AP-1 proteins.**

Original uncropped pictures of Western blot analyses presented in Figure 6E. The blots showed the key activated Notch pathway proteins and AP-1 members profiles, 4 days post hair plucking in JunB cKO and wild type skin.

# Supplementary table

Supplementary Table 1: Summary of the LC-MS results.

| RT    | Annotations  | Elemental formula | [M+H] <sup>+</sup> | Parent ion | Product ions |     |    | Neutral loss |
|-------|--------------|-------------------|--------------------|------------|--------------|-----|----|--------------|
| 4.846 | Palmitoyl-EA | C18H37NO2         | 300.2897           | 300        |              | 282 | 62 | 18           |
| 5.613 | Oleoyl-EA    | C20H39NO2         | 326.3054           | 326        |              | 308 | 62 | 18           |
| 7.135 | Stearoyl-EA  | C20H41NO2         | 328.3210           | 328        |              | 310 | 62 | 18           |
| 14.31 | EA-C34H67NO3 | C34H67NO3         | 538.5194           | 538        | 300          | 282 | 62 | 238          |
| 14.52 | EA-C36H69NO3 | C36H69NO3         | 564.5350           | 564        | 328          | 310 | 62 | 236          |
| 14.64 | EA-C35H69NO3 | C35H69NO3         | 552.5350           | 552        | 300          | 282 | 62 | 252          |
| 14.75 | EA-C38H71NO3 | C38H71NO3         | 590.5507           | 590        | 326          | 308 | 62 | 264          |
| 14.99 | EA-C36H71NO3 | C36H71NO3         | 566.5507           | 566        | 300          | 282 | 62 | 266          |
| 14.99 | EA-C36H71NO3 | C36H71NO3         | 566.5507           | 566        | 328          | 310 | 62 | 238          |
| 15.18 | EA-C38H73NO3 | C38H73NO3         | 592.5663           | 592        | 326          | 308 | 62 | 266          |
| 15.18 | EA-C38H73NO3 | C38H73NO3         | 592.5663           | 592        | 328          | 310 | 62 | 264          |
| 15.59 | EA-C38H75NO3 | C38H75NO3         | 594.5819           | 594        | 328          | 310 | 62 | 266          |

Supplementary Table 2: Primers list

| Name       | Sequence                      |
|------------|-------------------------------|
| Genotyping |                               |
| K14 Cre1   | CAATTTACTGACCGTACA            |
| K14 Cre2   | TAATCGCCATCTTCCAGCAG          |
| JunB-B1    | ATCCTGCTGGGAGCGGGGAAGTGA      |
| JunB-B6    | AGAGTCGTCGTGATAGAAAGGC        |
| qPCR       |                               |
| JunB_FP    | TTTCTATCACGACGACTCTTACGCAGC   |
| JunB_RP    | AAGGTGGGTTTCAGGAGTTTGTAGTCG   |
| Actin_FP   | CCTTCTTGGGTATGGAATCCTGTGG     |
| Actin_RP   | CAGCACTGTGTTGGCATAGAGGTCTTTAC |

**Supplementary Table 3: ChIP primers**

|                            |                              |
|----------------------------|------------------------------|
| Notch1_161_FP1             | GTGGTTACAATGTTACAGGTCTATCAGC |
| Notch1_161_RP1             | CACACACCAAAACCAAAGCTGTC      |
| Notch1_584_635_FP2         | ATGGCAGGTAGGCAGATGTC         |
| Notch1_584_635_RP2         | GGCAGCCTGACTTGGATACAAAG      |
| Notch1_651_FP3             | GGCTGCCTGCTGACAAAG           |
| Notch1_651_RP3             | TTCTGAGATGGGTCCTGAAGGC       |
| Notch1_723_FP4             | GACACATAAGCAGTTAGAGGCCTTC    |
| Notch1_723_RP4             | TCCAGAGAGCAGTTCCATAGAAGG     |
| Notch1_3' UTR_FP           | CTTCATGTCCTGAGCTGGGATC       |
| Notch1_3' UTR_RP           | TTCCTCCTGCATCTACCCCTTC       |
| Notch4_157_FP1             | CCAAAACACCTCAAACATCAGACAG    |
| Notch4_157_RP1             | TTAGCCTTATATTGGAATTTAGTCAGC  |
| Notch4_477_FP2             | TAGCAATTAGGAGATGGAAGCAGG     |
| Notch4_477_RP2             | GGCCTTGAACCTTGCTGTGTTG       |
| Notch4_995_1014_1026_FP5   | GGTAATGAATTCCTTTATGGTTGTC    |
| Notch4_995_1014_1026_RP5   | GGGTACAGTCAAGATGTTAGTCAAG    |
| Notch4_1648_FP9            | AAGAGCCAAGGAAAGGTCTAAAGATC   |
| Notch4_1648_RP9            | GCAGCAACGTGTCTTGAAGCTG       |
| Notch4_1816_1828_1851_FP12 | CTGTGAAAAGGAAGCCGTATTG       |
| Notch4_1816_1828_1851_RP12 | CTCTTAGGGCCCCAGGGTG          |
| Notch4_1997_FP13           | CCATCAGTAGGGTGTCCAGG         |
| Notch4_1997_RP13           | CTACCGCCCTTCTTCCTCC          |
| Notch4_5' UTR_FP           | TTGGCAGGAGAGACGGTGAG         |
| Notch4_5' UTR_RP           | TGGAGGCAGCTCAGAGCTC          |

How the deposited data were processed for this re-analysis (not part of the article)

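RNA-seq of JunB cKO and wild type mice was analysed in 3 comparisons, called unperturbed skin, hair plucking and wounds after the paper. According to the paper, total RNA of 3 samples per group was pooled, depleted of rRNA and sequenced as stranded single-end libraries. The labels list 8 libraries, 1 per genotype for unperturbed skin and for hair plucking and 2 per genotype for wounds.

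The authors trimmed and filtered the reads, aligned them to GRCm38 with TopHat and HISAT2, assembled loci with Cufflinks and compared the genotypes with Cuffdiff. The deposited tables hold, for each gene locus, 1 FPKM value per genotype as calculated by the authors, the authors' log2 fold change of JunB cKO over wild type, and the authors' p-value and q-value from Cuffdiff. The deposited log2 fold changes were not used, since they are infinite where a genotype is listed at 0. The deposited p-values and q-values were quoted as the authors' values and not recalculated. The column that marks significant genes reads no for every locus, so the q-values were used with a limit of 0.05 where a call was needed, a step decided after the tables had been seen.

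The genotype of each column was taken from the names inside the tables (WT and KO, or Co and Mut) and the labels. The condition of the hair plucking and wound tables is given only by the names of the tables. The labels and the sample names deposited with the values call the unperturbed samples keratinocytes. The paper calls them skin or primary epidermal progenitor cells. The hair plucking samples also carry keratinocyte as the tissue in the labels, but skin biopsy in their title and treatment. For hair plucking, the paper and the labels give 4 days; the 30 days of the wounds come from the labels and the name of the table. The labels number the wound libraries, but the wound table does not separate them, so the planned limma fit, the fits without 1 replicate and the fit with a replicate block were not run.

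Genes were counted as changed when log2((cKO + 1)/(WT + 1)) of the FPKM values was at least 1 or at most -1, which is the 2-fold limit of Supplementary Figure 8B. Gene lists and single genes were described by log2((cKO + 0.1)/(WT + 0.1)). The median of a list was placed among the medians of 10000 random lists of the same size, drawn with replacement from up to 20 bins of mean log2 expression. Because of the many genes listed at 0, only 18 bins for unperturbed skin, 9 for hair plucking and 12 for wounds differed, and the lowest bin joins genes at 0 with genes just above it. Where a symbol had several loci, the locus with the largest summed FPKM was used. Loci without a symbol, or with several symbols, entered the counts of changed loci but not the lists. Coordinates are 1-based on GRCm38, and gene identifiers come from GENCODE release M21. No test of differential expression was carried out, because each table has 1 value per genotype.

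Genes were named in the text by a fixed rule. It covers every gene the paper names for RNA-seq, the genes of Fig. 6d and Supplementary Figure 8C to 8F that are named in the text or are extremes of their list, the Jun and Fos genes, and in each comparison up to 5 genes with the largest increase and 5 with the largest decrease among genes with an FPKM of at least 10 in the higher genotype and a call in the authors' deposited table. Symbols of predicted genes, small RNAs and unnamed clones were left out of the last group. Where other genes are named beside a list, they were chosen after their values were seen.

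The depth of the libraries is not given in the tables. It was estimated from receptor genes with a locus between 880 and 1000 bp, whose FPKM values times the length of the locus fall on multiples of the value of 1 read. This gives the number of reads behind 1 FPKM, not the number of sequenced reads, and in wounds it refers to the value over both libraries. In the unperturbed pair, a given FPKM stood for 3.39 times as many reads in wild type as in JunB cKO. The calculations were tested on simulated data, in which 200 of 200 genes changed 4-fold among 46726 loci were recovered with 0 false calls, a list of 20 raised genes reached percentile 100, and 2 of 100 lists of unchanged genes lay above percentile 95 and 2 below percentile 5. The changed genes had an FPKM of at least 10, the unchanged lists of at least 1, and the noise was far below the 2-fold limit. The simulation therefore checks the calculation only, not the errors for genes with a low FPKM or between real libraries.

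Alternatives were set before the data were examined: pseudocounts of 0.01, 0.1 and 1, a minimum FPKM of 1, centring on the median ratio of expressed loci, loci with the status OK only, a 1.5-fold limit, the authors' q-value as an additional limit, and the keratin list without keratin-associated protein genes. Added after the data had been seen were a minimum FPKM of 10, the subtraction of the median FPKM of sensory receptor genes, Reactome gene sets in place of the lists of symbols, and percentiles among genes with an FPKM of at least 1 only. Analyses were run in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6, and plots were drawn with matplotlib 3.10.9. ATAC-seq, western blot and lipid data of the paper were not analysed here.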

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

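The tests of receptor genes, of the depth of the wild type library and of hair follicle genes were chosen after their values had been seen in full or in part; the other tests were set before their results were seen, but after the patterns they address had been found, and the value of 1 of the 15 leukocyte genes was known.

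Odorant, vomeronasal and bitter taste receptor genes, which the paper does not discuss, had a signal in unperturbed JunB cKO. The median FPKM of these 1487 genes was 0 in wild type and 0.543 in JunB cKO, a median log2 ratio of 2.68, and 1279 of them were higher in JunB cKO and 7 lower. After hair plucking and in wounds their median was 0 in both genotypes. There, 1850 and 1638 of 1908 such genes, respectively, were listed at 0 in both genotypes, so the median says little. After hair plucking 44 were higher and 14 lower in JunB cKO, and in wounds 62 were higher and 208 lower. A candidate explanation for the unperturbed signal is that part of that JunB cKO library consists of reads spread over the genome, for example from genomic DNA or unspliced RNA. Such reads would raise every gene with a low FPKM. A shallower wild type library was tested as an alternative. At the level of JunB cKO and the depth of the wild type library, 0.0196% of 1060 short receptor loci would be listed at 0 by chance. In fact 96.3% were, which is 96.3 percentage points more, so a difference in depth does not account for the zeros. Leukocytes in the JunB cKO sample were tested with 15 marker genes. Their median FPKM was 0.804 in wild type and 1.48 in JunB cKO, 2.72 times that of the receptor genes in JunB cKO, which was above the limit of 2 set for the test. This compares gene sets within JunB cKO and not the genotypes. Between the genotypes, the median log2 ratio of the leukocyte genes was 0.96, at percentile 83.9 of matched random lists, and at percentile 96.7 for the 10 genes with an FPKM of at least 1 among random lists of such genes, so that the result depends on the genes compared and leukocytes can neither be excluded nor told apart from the general rise of genes with a low FPKM. The authors' normalization was not tested, because the reads were not analysed here, and no second unperturbed library separates a genotype effect from an effect of this library.

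Sebaceous lipid genes moved in opposite directions in 2 conditions. The 8 genes had a median log2 ratio of -0.78 in unperturbed skin and 0.79 in wounds, where all 8 were higher in JunB cKO. After hair plucking their median was -0.12, at percentile 33.7 of matched random lists, with 3 genes higher and 5 lower in JunB cKO. Scd1, for example, was at 392 FPKM in wild type and 222 in JunB cKO in unperturbed skin, and at 389.9 and 1009 in wounds, where Scd2, at 42.4 and 43.2, rose least. The difference between the conditions was not tested, since each has 1 value per genotype. A candidate explanation is that the amount of sebaceous gland in the sampled tissue differed. The median log2 ratio of 10 other sebocyte genes was -0.82 in unperturbed skin and 0.49 in wounds, in the same directions as the lipid genes. Because both lists are sebocyte genes, they cannot separate gland content from expression within the glands. The paper reports enlarged sebaceous glands in non-lesional JunB cKO skin, the opposite of a lower content there. In wounds after 30 days, it reports ectopic sebaceous glands in JunB cKO, the direction of a higher content there. It also reports reduced Awat2 staining in JunB cKO, which concerns expression. If the content did differ, the RNA values alone could not tell an effect of the genotype from one of how tissue was taken. The labels and the deposited sample names call the unperturbed samples keratinocytes. The wound samples are labelled skin, so the 2 conditions may differ in tissue.

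Keratin-associated protein genes, which are expressed in the hair shaft, had a median log2 ratio of 2.36 after hair plucking and of -0.63 in wounds. Of the 57 genes, 41 were higher in JunB cKO after hair plucking and 51 were lower in wounds. In unperturbed skin, 54 such genes had a median of 1.39, at percentile 9.62 of matched random lists, whose own median was 1.76. For the 16 with an FPKM of at least 1, the median was 2.38, at percentile 99.58 of random lists of such genes, whose own median was 1.16. The position in unperturbed skin thus depends on the genes compared. The difference between the conditions was not tested. A candidate explanation is the number or the growth stage of hair follicles in the sampled tissue. Hair matrix and inner root sheath genes, 14 of which were found, had a median log2 ratio of 2.76 after hair plucking and -0.48 in wounds, consistent with it. Reads shared within this gene family were not tested, and a genotype effect on the hair cycle cannot be told apart from a difference between the sampled areas.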

How the results depend on the processing

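No paired analysis was possible because the wound table holds 1 value per genotype, although the labels number 2 libraries per genotype. For the same reason the limma fit, leaving out each replicate in turn and the replicate block were not run. A list median was taken as changed when it moved by more than the SD of the medians of matched random lists.

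The counts of genes changed at least 2-fold depended on the setting in each comparison. In unperturbed skin, 2462 loci were higher and 227 lower in JunB cKO. The counts were 9983 and 573 with a pseudocount of 0.1, 10312 and 665 with 0.01, 155 and 7 with the authors' q-value under 0.05 as an additional limit, and 6931 and 1098 at 1.5-fold. Centring on the median ratio, which shifts ratios by 0.17, gave 4017 higher loci. The share of higher loci was 91.6% as reported, 96.1% after centring and 68.5% after subtraction of the median FPKM of receptor genes, which gave 940 higher and 432 lower loci. With an FPKM of at least 10 in either genotype, 104 were higher and 117 lower, 47.1% higher. The last 2 settings were added after the data had been seen.

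After hair plucking, with 3119 higher and 2711 lower loci as reported, 4824 were higher with a pseudocount of 0.1, 5095 higher and 4286 lower with 0.01, 232 and 157 with the authors' q-value, 5202 and 4644 at 1.5-fold, and 1186 and 1107 with an FPKM of at least 10. In wounds, with 1011 higher and 923 lower loci as reported, the counts were 2996 and 3475 with a pseudocount of 0.1, 3835 and 5181 with 0.01, 41 and 69 with the authors' q-value, 2621 and 2314 at 1.5-fold, and 360 and 292 with an FPKM of at least 10. A minimum FPKM of 1 cannot move these counts at a pseudocount of 1, and the status OK changed none of them by more than 1.5 times. The cause was not tested for any of these changes.

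Among the lists, the median log2 ratio of cytokine and chemokine genes in wounds, 0.07 as reported, was 0.050 with a pseudocount of 1, 0.16 for genes with an FPKM of at least 1, 0.15 for genes with the status OK, 0.14 for the Reactome set of chemokine receptors and their ligands, and 0, at percentile 50.1, for the 265 genes of the Reactome set of cytokine signaling, of which the 191 with an FPKM of at least 1 had a median of 0.11, at percentile 99.95. That of ECM genes in wounds was 0.022 for the Reactome set of 257 ECM organization genes, against 0.10. The Reactome median was at percentile 99.96 of matched random lists, whose medians had an SD of 0.0035. The 193 genes of that set with an FPKM of at least 1 had a median of 0.11, at percentile 99.99. Percentiles among random lists of genes with an FPKM of at least 1, a comparison added after the data had been seen, changed from 78.1 to 45.6 for the named Wnt genes, from 95.5 to 84.6 for the inflammatory genes in wounds and from 79.2 to 89.9 for the Notch genes in wounds. In unperturbed skin they changed from 89.1 to 95.7 for the mucin genes, with 2 genes left, and from 97.8 to 99.3 for the inflammatory genes. The medians of the inflammatory genes in wounds and of the Notch genes after hair plucking and in wounds kept their direction and moved by less than that SD under every setting tried. With the Reactome set of Notch signaling, the Notch median was 0.13 after hair plucking and 0.0040 in wounds.

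In unperturbed skin, the median of the Notch genes, -0.12 as reported, reversed to 0.058 after centring. That of the lipid genes, -0.78 as reported, was -0.60 after centring and -1.13 after subtraction of the receptor genes' median, and remained negative under every setting tried. The median of the mucin genes, 2.82 as reported, was 0.69 with a pseudocount of 1, 5.20 with 0.01, 4.15 for the 2 genes with an FPKM of at least 1, which are also those with the status OK, and 0.72 after subtraction. That of the 5 named Wnt genes, 1.85 as reported, was 0.93 with a pseudocount of 1. That of the inflammatory genes, 2.19 as reported, was 0.72 with a pseudocount of 1, 3.02 with 0.01 and 0.85 after subtraction. After hair plucking, the median of keratin and cornified envelope genes, 0.55 as reported, was 0.46 with a pseudocount of 1, 1.37 with a minimum FPKM of 1 and also with the status OK, 0.54 after centring and 0.26 without keratin-associated protein genes. The cause was not tested, except for the subtraction.

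Of 342 values of single genes under alternative settings, 278 stayed within 0.5 of the reported log2 ratio, 55 moved by more and 9 reversed, all in unperturbed skin. After centring, Fosl2 reversed to 0.10, Notch2 to 0.00045, Hes1 to 0.058, Ccnd3 to 0.090 and Mesp2 to 0.058. Centring adds the same 0.17 to every log2 ratio here, so these 5 genes and the Notch median reversed because they lay between -0.17 and 0. After subtraction of the receptor genes' median, Scd4 reversed to -1.40, Muc2 to -0.43, Wnt5b to -0.23 and Wnt9a to -0.063. The low depth of the unperturbed JunB cKO library, 3.92 reads per FPKM and kilobase, limits all results on genes near an FPKM of 1.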

Differences from the paper's values

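The text of the paper states no expression values, so the printed ends of the colour scales were compared with the lowest and highest log2 FPKM in the unperturbed table. The paper's upper end is about 5.8 in Supplementary Figure 8D, read by eye, against a highest value of 4.86 among the Wnt genes, and about 5.5 in Supplementary Figure 8F, read by eye, against 3.32 among the inflammatory genes. Neither gap was closed by a pseudocount of 1, 0.1 or 0.01, a minimum FPKM of 1 or the status OK; the other alternatives act on ratios or calls and were not run for this comparison. The scales of both panels extend equally far to both sides of 0. Their upper ends therefore need not be the highest values of the data, and the gaps need not be differences in expression values. The lower ends of these panels and both ends of Supplementary Figure 8E lay within 0.06 of the values in the table.

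The paper describes the decrease of sebaceous lipid genes and the increase of Wnt5b, Wnt7a, Wnt8b, Wnt9a and Wnt9b as significant. In the authors' deposited table, the q-value is under 0.05 for Scd3 and for none of the other 6 tested lipid genes or the 4 tested Wnt genes, and the column that marks significant genes reads no for every locus. The alternatives do not change these q-values. The mucin genes, which the paper describes as highly upregulated, reached at most 3.13 FPKM in JunB cKO, and only Muc4 and Muc6 were tested in the authors' deposited table, with q-values above 0.05.

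Supplementary Figure 8F draws Ccl24, Cxcl15, Il22, Cxcl3, Il4, Il1rapl2, Il27, Cxcl13, Cxcl5 and Il17a as lower in JunB cKO. In the table these 10 genes are listed at 0 in wild type and above 0 in JunB cKO, for example Il17a at 0.413 FPKM and Ccl24 at 0.184. The figure draws Ccl8 as higher in JunB cKO, whereas it is at 0.191 in wild type and listed at 0 in JunB cKO. Supplementary Figure 8C draws Muc3 and Muc5ac as lower in JunB cKO, whereas both are listed at 0 in wild type and at 0.608 and 0.459 FPKM in JunB cKO.

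Fig. 6d draws Notch1 and Ccnd3 as clearly higher in JunB cKO after hair plucking. In the table Notch1 is at 83.4 and 90.6 FPKM, a log2 ratio of 0.12, and Ccnd3 at 39.6 and 41.5, a log2 ratio of 0.07.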

Other observations

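The tests of receptor gene subtraction and of the span of loci were set before their results were seen, but after the patterns and the values of the receptor genes had been seen; no test here was chosen only after its result was seen.

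The mucin, Wnt and inflammatory lists of unperturbed skin were set against the level of the sensory receptor genes. A hypothesis is that reads spread over the genome in the JunB cKO library raised the 3 lists. After the receptor genes' median FPKM had been subtracted, the medians of 2 of the 3 lists fell below 0.5 times the reported ones. The median log2 ratio became 0.72 for the mucin genes, 0.85 for the inflammatory genes and 1.30 for the named Wnt genes. The test says little about how much of the increase is background. The median subtracted is 0 in wild type, so that only JunB cKO values were lowered, and lists near 1 FPKM fall in any case. As values were not lowered below 0, genes listed at 0 in wild type, such as Muc3, which gives the mucin median, cannot become lower in JunB cKO. The 2.68 median log2 ratio of the receptor genes themselves lies within the range of the medians of these lists, from 1.85 to 2.82.

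S100a8 and S100a9, which encode a pair of secreted calcium-binding proteins, were higher in JunB cKO in all tables. S100a8 was at 2.16 FPKM in wild type and 9.43 in JunB cKO in unperturbed skin, listed at 0 and at 152 after hair plucking, and at 36.7 and 139 in wounds. S100a9 was at 2.88 and 11.2 in unperturbed skin, at 2.56 and 250.4 after hair plucking, and at 10.9 and 77.5 in wounds. In the authors' deposited tables, the q-value was 0.964 for both genes in unperturbed skin and 0.00908 for both in wounds. After hair plucking it was 0.00394 for S100a8 and 0.688 for S100a9. They were picked out after their values had been seen, and no biological explanation was tested.

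Leukocyte marker genes were lower in JunB cKO after hair plucking, with a median log2 ratio of -1.02 over the 14 genes found, at percentile 0.07 of matched random lists, and 0.21 in wounds, at percentile 91.9. The list was written for the test in unperturbed skin, and the difference between the conditions was not tested.

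For AP-1 genes other than Junb, the paper reports proteins. At RNA level after hair plucking, Jun was at 27.6 FPKM in wild type and 25.7 in JunB cKO, Jund at 30.3 and 13.0, Fos at 3.38 and 8.97, Fosb at 2.54 and 0.397, and Fosl2 at 31.0 and 42.6. In unperturbed skin, Fos was at 892 and 514, Fosb at 178 and 96.7, Jun at 215 and 145, and Fosl1 at 44.4 and 30.1. None of these had a q-value under 0.05 in the authors' deposited tables.

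The paper reports reduced staining of keratin 10, involucrin and loricrin in JunB cKO skin, while the tables give their RNA. In unperturbed skin and after hair plucking, the RNA of Krt10, Ivl and Lor was higher in JunB cKO, the opposite direction to the staining. Among these increases, only that of Lor in unperturbed skin had a q-value under 0.05 in the authors' deposited table. Krt10 was at 3320 FPKM in wild type and 4889 in JunB cKO in unperturbed skin, at 2004 and 3685 after hair plucking, and at 1141 and 1770 in wounds. Lor increased from 46.99 to 213 in unperturbed skin (q = 0.00961 in the authors' deposited table) and was at 139.1 and 203 after hair plucking and at 52.9 and 55.6 in wounds. Ivl was at 103 and 113 in unperturbed skin and at 144 and 180 after hair plucking, and decreased from 138.9 to 65.7 in wounds (q = 0.00908 in the authors' deposited table).

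After hair plucking, 392 of the 429 loci with a q-value under 0.05 in the authors' deposited table are listed at 0 in one genotype. A candidate explanation is that short loci are easily missed in one library. The median span of these loci was 17291 bp, against 35656 bp for loci with the status OK, a ratio of 0.485, just under the limit of 0.5 set for the test. The span includes introns and does not give the length of the transcript. The test therefore cannot decide whether short transcripts were missed. Of the 392 loci, 59 have no symbol or that of a predicted gene, a small RNA or an unnamed clone. Npy, Myl1 and Apol6, with 39.4 to 63.8 FPKM in wild type, are listed at 0 in JunB cKO, where 1 FPKM stood for about 10.1 reads on 1 kb by an estimate from 4 loci, so that low depth is an improbable reason for these zeros. No biological explanation was tested.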
